# Autocrine VEGF drives neural stem cell proximity to the adult hippocampus vascular niche

**DOI:** 10.26508/lsa.202402659

**Published:** 2024-04-17

**Authors:** Tyler J Dause, Jiyeon K Denninger, Robert Osap, Ashley E Walters, Joshua D Rieskamp, Elizabeth D Kirby

## Abstract

The vasculature is a key component of adult brain neural stem cell (NSC) niches. In the adult mammalian hippocampus, NSCs reside in close contact with a dense capillary network. How this niche is maintained is unclear. We recently found that adult hippocampal NSCs express VEGF, a soluble factor with chemoattractive properties for vascular endothelia. Here, we show that global and NSC-specific VEGF loss led to dissociation of NSCs and their intermediate progenitor daughter cells from local vasculature. Surprisingly, though, we found no changes in local vascular density. Instead, we found that NSC-derived VEGF supports maintenance of gene expression programs in NSCs and their progeny related to cell migration and adhesion. In vitro assays revealed that blockade of VEGF receptor 2 impaired NSC motility and adhesion. Our findings suggest that NSCs maintain their own proximity to vasculature via self-stimulated VEGF signaling that supports their motility towards and/or adhesion to local blood vessels.

## Abstract (precis)

Autocrine VEGF signaling is necessary to maintain adult neural stem and progenitor cell proximity to blood vessels in the adult hippocampus and promotes their motility or adhesion.

## Introduction

Neural stem cells (NSCs) and their progeny reside in two primary neurogenic niches in the adult mammalian brain, the subventricular zone (SVZ) and the dentate gyrus (DG) of the hippocampus. Within the adult DG niche, NSCs give rise to intermediate progenitor cells (IPCs) that go on to generate new neurons, a process that is conserved across most land-based mammals studied to date (Kempermann, 2015; Charvet & Finlay, 2018). Evidence in rodent models supports the functionality of adult neurogenesis, showing that newborn neurons can modulate DG circuit properties (McAvoy & Sahay, 2017; Tuncdemir et al, 2019; Li et al, 2023) and support spatial learning and memory and affective behaviors (Miller & Sahay, 2019). Adult neurogenesis has also generated interest as a potential therapeutic target in a number of diseases and disorders in which hippocampal memory function is impaired (McAvoy & Sahay, 2017; Wander & Song, 2021; Choi & Tanzi, 2023).

The vasculature is a key component of stem cell niches throughout the body (Gómez-Gaviro et al, 2012; He et al, 2014; Verma et al, 2018), including the adult brain niches (Palmer et al, 2000; Shen et al, 2008; Tavazoie et al, 2008; Sun et al, 2015). The adult DG vascular niche is characterized by a dense network of planar capillaries concentrated in the subgranular zone (SGZ) where NSCs and their daughter IPCs (together, NSPCs) reside. Within the SGZ, IPC bodies make close contact with local vessels, using the vessels to guide their migration tangentially through the SGZ away from their parent NSCs before differentiating into a neuronal phenotype (Palmer et al, 2000; Sun et al, 2015). NSCs also achieve unique vascular contact via their radial glia-like process, which extends through the granule cell layer to wrap around vessels in the molecular layer (Moss et al, 2016; Licht et al, 2020). This vascular niche is hypothesized to provide NSPCs with access to circulating factors, as well as signaling from the endothelial cells that comprise vessels, both of which support NSC maintenance and neurogenesis (Villeda et al, 2014; Licht & Keshet, 2015; Yousef et al, 2019; Kim et al, 2021). Despite wide-spread recognition of the importance of the adult DG vascular niche, there is little known about what signals maintain it.

We previously showed that adult DG NSCs synthesize vascular endothelial growth factor (VEGF) (Kirby et al, 2015), a pleiotropic soluble protein with multiple signaling roles in the adult brain (Lange et al, 2016). We showed that self-produced NSPC-VEGF is necessary for maintenance of the NSPC pool (Kirby et al, 2015) and suggested that this may rely on autocrine signaling via VEGF receptors expressed on NSCs. However, VEGF also can have potent mitogenic and chemoattractant roles for vascular endothelial cells. The role of NSPC-VEGF in DG vascular niche maintenance was left largely unexplored in our previous work.

In this study, we investigated the hypothesis that NSPCs maintain their own vascular niche in the adult mouse DG via production of VEGF. In support of this hypothesis, we found that loss of NSPC-specific VEGF led to disruption of the neurovascular niche. Unexpectedly, however, niche disruption was not accompanied by detectable changes in vessel density, vascular endothelial survival, angiogenesis, or changes to blood–brain barrier (BBB) proteins. Instead, VEGF loss caused impaired expression of genes related to motility/adhesion in NSCs in vivo and impaired both motility and adhesion of NSCs in vitro. Overall, our findings suggest that NSPC-derived VEGF supports NSPC proximity to vessels via self-signaling.

## Results

### Hippocampal NSPCs and astrocytes express VEGF

Our first step to better understand how NSPC-derived VEGF might affect the neurogenic vascular niche was to more fully characterize VEGF production by different DG cell types in vivo. We previously showed qualitative presence of a VEGF transcriptional reporter (VEGF-GFP) in DG radial glia-like NSCs (RGL-NSCs) and IPCs, as well as in other DG cells (Kirby et al, 2015). Consistent with VEGF being expressed by NSPCs as well as other DG cell types, we also showed that knockout of VEGF in NSPCs in adulthood led to a significant but partial decrease in whole DG VEGF levels at the RNA and protein levels. To expand on these previous findings here, we first quantified all the VEGF-expressing populations of the DG using a VEGF-GFP transcriptional reporter mouse (Fig 1A). We found VEGF-GFP expression in the granule cell layer and SGZ primarily in GFAP^+^/SOX2^+^ RGL-NSCs and GFAP^−^/SOX2^+^ IPCs, whereas VEGF-GFP expression in the hilus was mostly in GFAP^+^/SOX2^+^ stellate astrocytes (Fig 1B and C). Nearly all astrocytes, RGL-NSCs, and IPCs were VEGF-GFP^+^, with little expression in doublecortin^+^ (DCX^+^) neuronally committed neuroblasts and immature neurons (INs) (Fig 1D). We also confirmed VEGF-GFP expression in NSCs using co-labeling for Nestin, a well-established marker of RGL-NSCs (Fig 1E).

**Figure 1.**
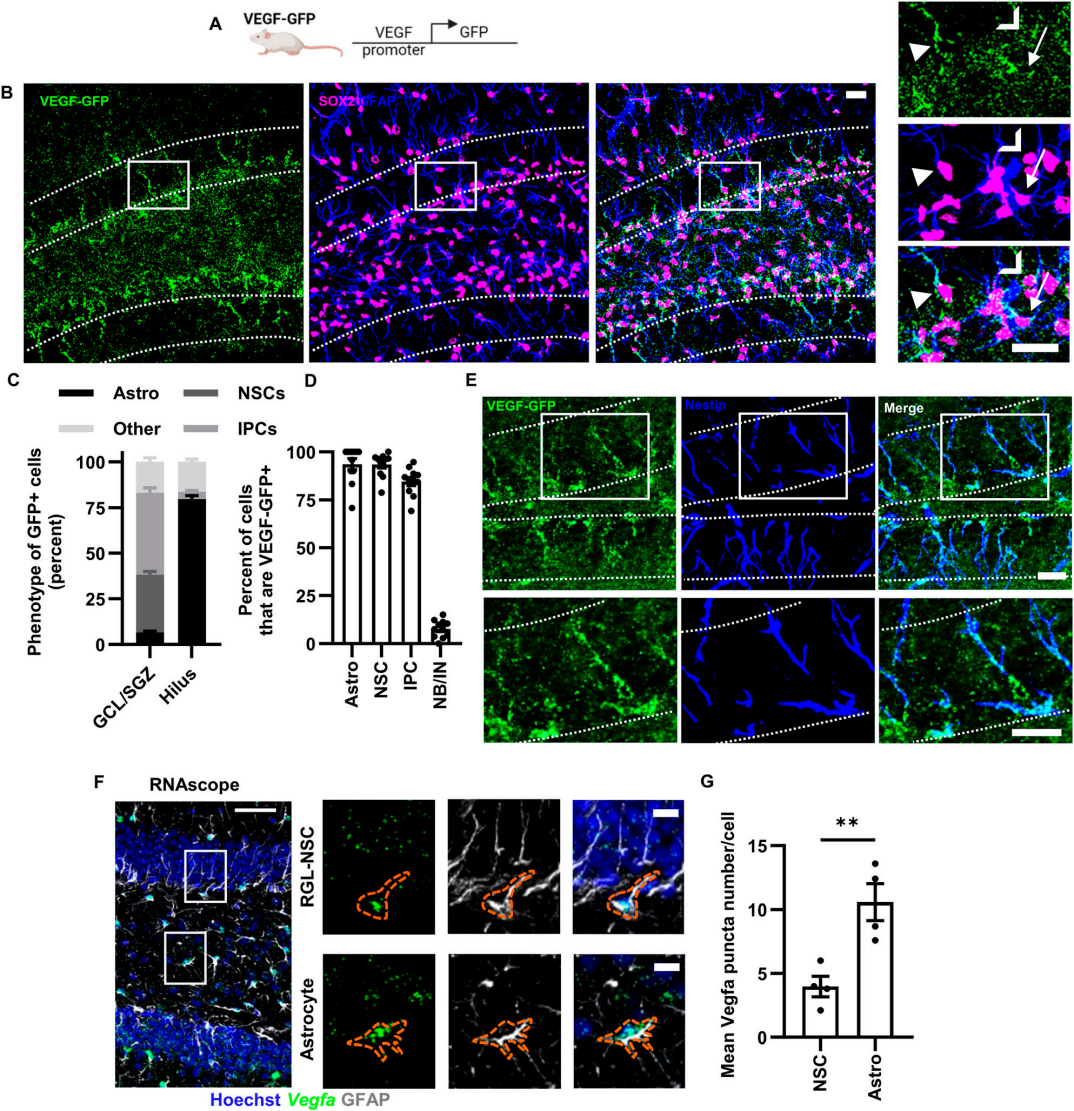
DG NSPCs and astrocytes express VEGF. **(A)** Diagram of VEGF-GFP mouse model. **(B)** Representative immunofluorescent images of GFP, GFAP, and SOX2 in the DG. Dashed line shows granule cell layer. Solid box shows origin of subset images to the right of GFP^+^/GFAP^+^/SOX2^+^ RGL-NSCs (arrowhead), GFP^+^/GFAP^−^/SOX2^+^ IPCs (chevron) and GFP^+^/GFAP^+^/SOX2^+^ astrocytes (arrow). **(C)** Percent of GFP^+^ cells of each phenotype: Astrocytes, RGL-NSCs, IPCs and other. N = 11 mice. **(D)** Percent of Astrocytes, NSCs, IPCs, and NB/IN that were GFP^+^. N = 11 mice. **(E)** Representative immunofluorescent image of GFP and Nestin immunolabeling in the DG of VEGF-GFP mice. Lower images show detail within box outlined in top images. Dashed line shows granule cell layer. **(F)** Vegfa in situ hybridization co-labeled with GFAP antibody in adult mouse DG. Subset images of Vegfa in situ hybridization co-labeled with GFAP antibody in adult mouse DG on the right. **(G)** Mean Vegfa RNA per cell in RGL-NSCs and astrocytes. N = 4 mice. Mean ± SEM plus individual mice shown throughout. Scale bars represent (B, E) 20 μm, (F) 50 μm, subset 10 μm *P < 0.05; **P < 0.01.

To explore relative VEGF expression in a more unbiased manner, we used published single-cell and bulk RNA sequencing datasets derived from the adult mouse DG. We found that RGL-NSCs and their IPC progeny expressed Vegfa at levels intermediate between two other known producers of VEGF, astrocytes and endothelia (Fig S1A) (Hochgerner et al, 2018; Batiuk et al, 2020; Walker et al, 2020). Analysis of additional published RNAseq datasets revealed that hippocampal NSC Vegfa expression increases 1,285 ± 45% from embryonic to adult ages (Berg et al, 2019) (Fig S1B) and is 1,254 ± 102% greater in hippocampal NSPCs than in NSPCs from the SVZ (Adusumilli et al, 2021) (Fig S1C). To further confirm these sequencing-based results, we performed RNAscope in situ hybridization in adult mouse fixed tissue sections. We used GFAP immunolabeling to identify putative RGL-NSCs and astrocytes based on their unique morphologies. GFAP^+^ putative RGL-NSCs expressed Vegfa but 62.43 ± 4.62% less than putative GFAP^+^ astrocytes (Fig 1F and G). Taken together, these data further validate our previous findings that NSPCs are a significant source of VEGF in the adult mouse DG, although they produce less Vegfa per cell at the RNA-level than astrocytes.

**Figure S1.**
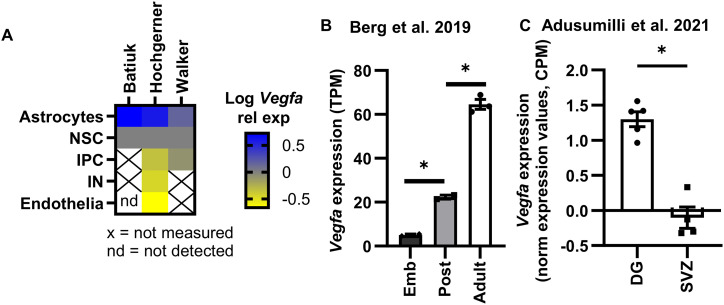
Vegfa expression across DG cell types and vessel association of random cells after VEGF iKD. **(A)** Heat map of *Vegfa* expression from independently published RNA sequencing datasets (Hochgerner et al, 2018; Batiuk et al, 2020; Walker et al, 2020). **(B)** *Vegfa* expression across development in Hopx+ NSCs isolated from mouse DG and quantified via bulk RNA sequencing originally published in Berg et al (2019). N = 2–3 mice. **(C)** *Vegfa* expression of NesGFP+ NSPCs in the DG or SVZ quantified via bulk RNA sequencing originally published in Adusumilli et al (2021). N = 4–5 mice.

### Broad loss of VEGF disrupts the DG neurogenic vascular niche

Prenatally, brain-derived VEGF serves as a chemoattractant and mitogen for endothelial cells of developing vasculature, drawing in nascent blood vessels to vascularize the central nervous system (Gerhardt et al, 2003; Haigh et al, 2003; Raab et al, 2004). Adult brain vasculature, however, is frequently described as quiescent and VEGF-refractory, obtaining an independence from the reliance on VEGF signaling that characterizes developing vasculature (Wälchli et al, 2023). To broadly investigate whether VEGF had any role in regulating the adult DG vascular niche, we used lentiviral expression of an shRNA against Vegfa (or a scramble control). We perfused mice 21 d after stereotaxic viral infusion in the adult DG (Fig 2A). The lentiviral vectors showed wide tropism, as expected (Fig 2B), and Vegfa shRNA reduced VEGF immunoreactivity throughout the DG by 74 ± 12% compared with the scramble control (Scramble: 3.820 ± 0.3622, Vegfa: 0.4395 ± 0.2778, mean ± SEM). We next quantified the shortest distance between CD31^+^ vasculature and the cell body center of GFP^+^/SOX2^+^/GFAP^+^ RGL-NSCs and GFP^+^/SOX2^+^/GFAP^−^ IPCs (Fig 2C–E). These distances were compared with the distance of SGZ cells sampled randomly (points every ∼100 μm along the SGZ midline, throughout the SGZ) to reveal whether cells show preferential association with vessels (closer than random) or dissociation (farther than random). As expected, IPCs were generally closer than random to CD31^+^ vessels, whereas RGL-NSC somas were farther than random. Vegfa shRNA expression led to a significant disruption of vessel association in both GFP^+^SOX2^+^GFAP^+^ RGL-NSCs and GFP^+^SOX2^+^GFAP^−^ IPCs. RGL-NSCs in iKD mice were 3.112 ± 0.6886 μm farther from the nearest vessel than those in WT mice. IPCs in iKD mice were 3.565 ± 0.8309 μm farther from the nearest vessel than IPCs in WT mice, residing a similar distance as random cells. No changes in CD31^+^ vessel density were found in any of the DG layers (Fig 2F and G). These findings suggested that RGL-NSC and IPC proximity to local vessels relies on VEGF expression in the DG but that this reliance is not driven by changes in vessel survival. Given the wide tropism of the lentiviral tool used, however, whether NSPC-derived VEGF was sufficient to drive this effect remained unclear.

**Figure 2.**
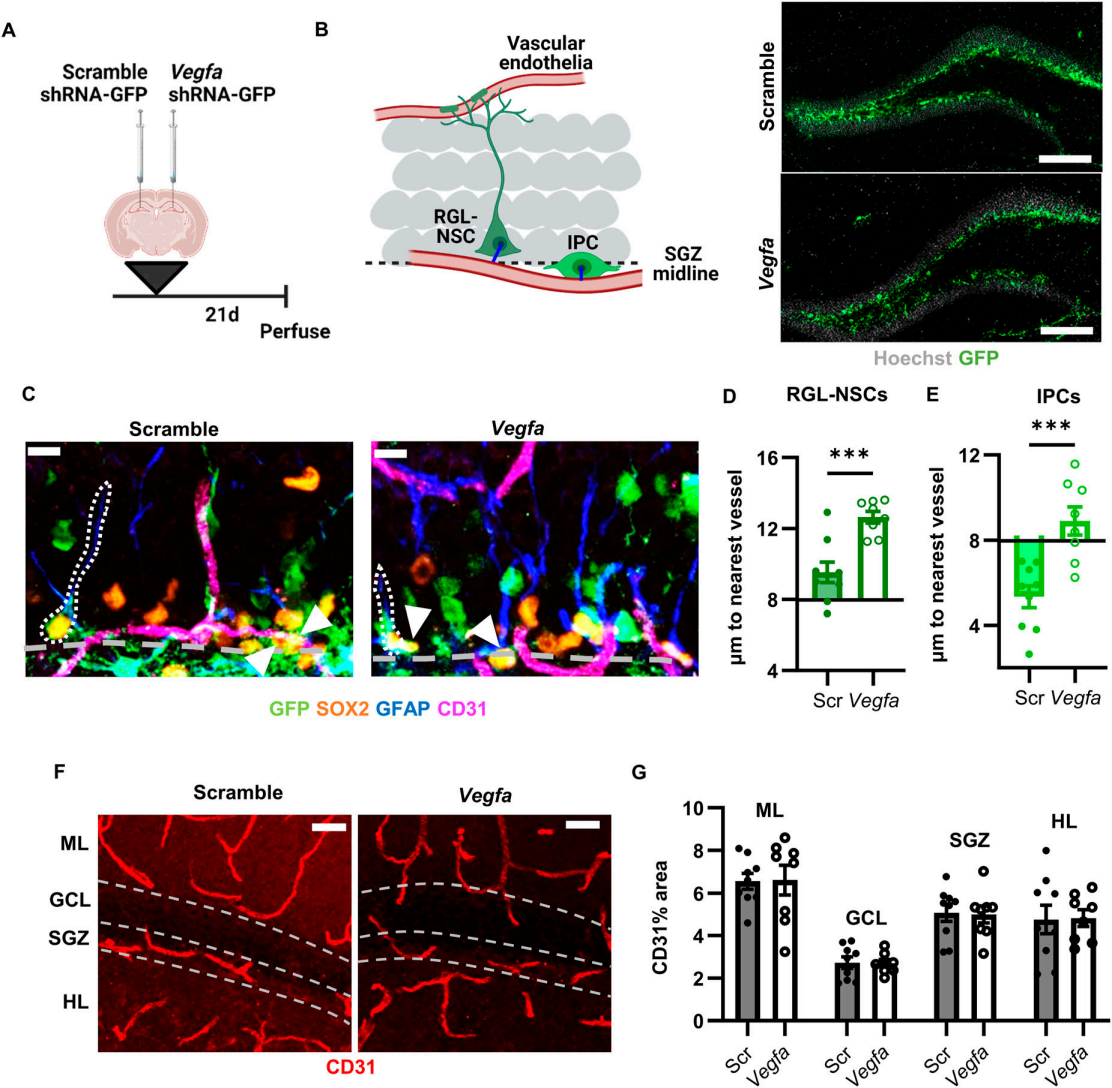
NSPC proximity to vessels is disrupted by broad shRNA-mediated VEGF knockdown. **(A)** Diagram of experimental design. **(B)** Representative images of Scramble or Vegfa shRNA infection (GFP^+^) in the DG (Hoechst shows cell nuclei) 21 d after viral infusion. **(C)** Representative immunofluorescent images of shRNA expressing (GFP^+^) GFAP^+^SOX2^+^ RGL-NSCs and GFAP-SOX2^+^ IPCs and their association with the CD31^+^ vasculature 21 d after viral infusion. White dashes outline GFP^+^ RGL-NSCs, arrowheads indicate GFP^+^ IPCs. SGZ midline shown as grey dashed line. **(D, E)** Distance from nearest CD31^+^ vessel for WT or iKD GFP^+^ or GFP^−^ GFAP^+^SOX2^+^ RGL-NSCs (D) or GFAP^−^SOX2^+^ IPCs (E) 21 d after viral infusion. Bars start at average distance for a random SGZ cell. N = 8 mice/group. Mean ± SEM plus individual mice shown. **(F)** Representative immunofluorescent images of CD31^+^ endothelia in the DG subregions. Dashed lines indicate borders between subregions. **(G)** Comparison of CD31 percent area in the DG subregions in scramble shRNA and Vegfa shRNA infused mice 21 d after surgery. Scale bars represent (B) 200 μm, (C) 10 μm, (F) 50 μm. ML, molecular layer; GCL, granule cell layer; SGZ, subgranular zone; HL, hilus. ***P < 0.001.

### NSPC-VEGF loss disrupts the DG neurogenic vascular niche

To examine the role of NSPC-derived VEGF in maintaining NSPC-vessel proximity, we next used a NSPC-specific, inducible VEGF knockdown model. To knockdown VEGF specifically in NSCs and their progeny, we used NestinCreER^T2+/−^; *Vegfa*^lox/lox^; ROSA-LoxSTOPLox-EYFP^+/+^ mice. We treated NestinCreER^T2+/−^; *Vegfa*^lox/lox^; ROSA-LoxSTOPLox-EYFP^+/+^ (iKD) mice and NestinCreER^T2+/−^; *Vegfa*^wt/wt^; ROSA-LoxSTOPLox-EYFP^+/+^ (WT) littermates with tamoxifen (TAM) to induce recombination and EYFP expression in NSCs, IPCs and their progeny (Fig 3A). Our own work (Kirby et al, 2015; Dause & Kirby, 2020; Smith et al, 2022) and work by others (Lagace et al, 2007;Sun et al, 2014) have shown that this NestinCreER^T2^ line drives loxP recombination with high specificity in NSCs and IPCs. Although we were not able to verify VEGF knockdown in individual NSPCs here due to technical limitations, we have previously shown that TAM administration in these mice results in loss of about 1/3 of total DG VEGF compared with WT littermates (Kirby et al, 2015).

**Figure 3.**
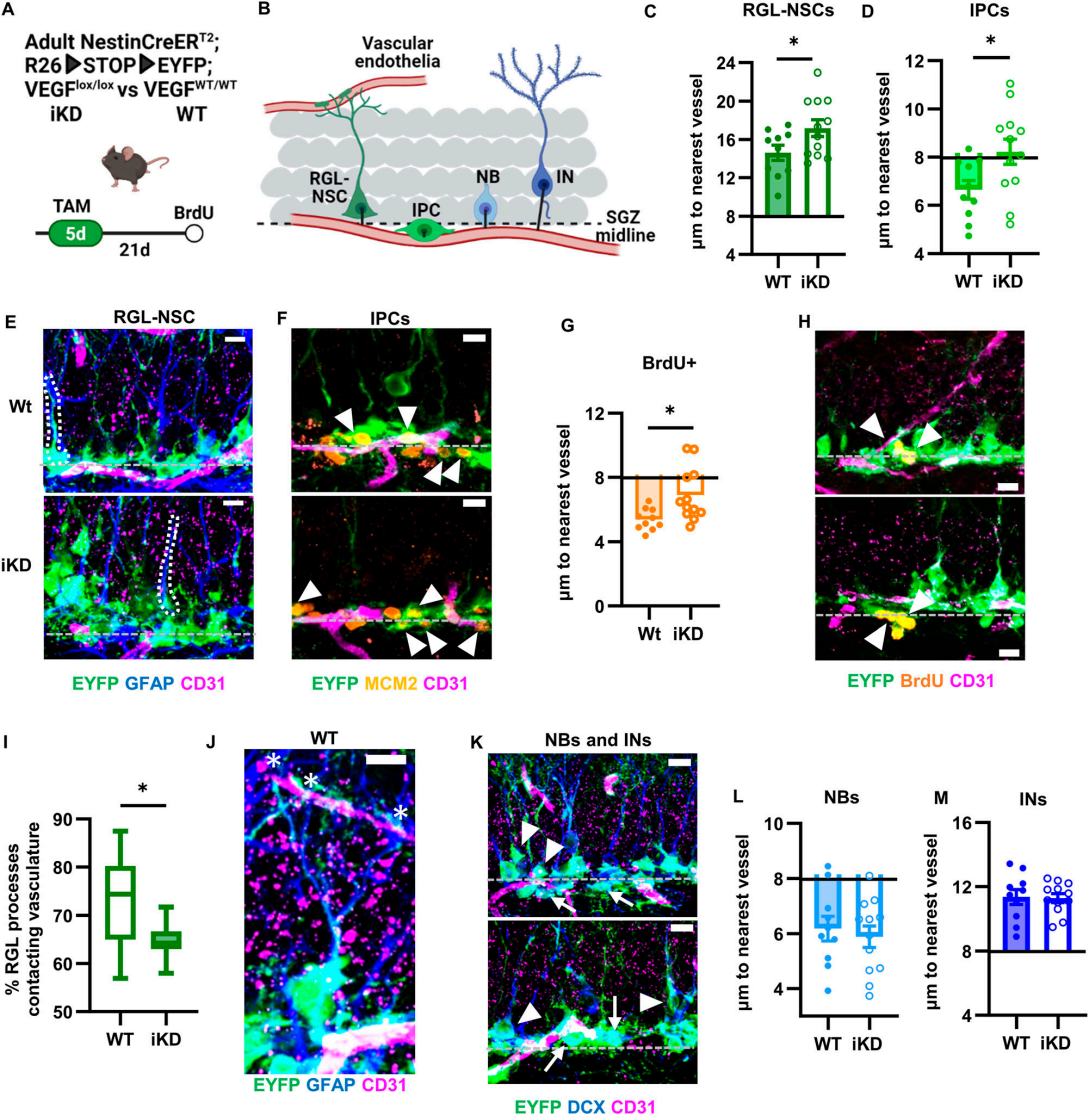
NSPC proximity to vessels is disrupted by induced NSPC-VEGF loss. **(A)** Diagram of experimental design and timeline. **(B)** Diagram of vascular distance measurements in NSCs and progeny. **(C)** Distance from nearest CD31^+^ vessel for WT or iKD RGL-NSCs in SGZ. Bars start at average distance for a random SGZ cell. **(D)** Distance from nearest CD31^+^ vessel for WT or iKD IPCs in SGZ. Bars start at average distance for a random SGZ cell. **(E)** Representative immunofluorescent images of GFAP^+^EYFP^+^ RGL-NSCs (white dashed outline) and CD31^+^ endothelia 21 d after NSPC-VEGF knockdown. **(F)** Representative immunofluorescent images of MCM2^+^EYFP^+^ IPCs (arrowheads) and CD31^+^ endothelia 21 d after NSPC-VEGF knockdown. **(G)** Distance from nearest CD31^+^ vessel for WT or iKD BrdU^+^EYFP^+^ cells in SGZ. Bars start at average distance for a random SGZ cell. **(H)** Representative immunofluorescent images of BrdU^+^EYFP^+^ cells and CD31^+^ endothelia 21 d after NSPC-VEGF knockdown. Chevrons indicate BrdU^+^EYFP^+^ cells. **(I)** Comparison of the percent of RGL-NSCs with a radial process contacting the vasculature. **(J)** Representative immunofluorescent image of GFAP^+^EYFP^+^ RGL-NSC radial process contacting CD31^+^ endothelia in a WT mouse. White * indicate points of putative contact. Arrow indicates vascular contact. **(K)** Representative immunofluorescent images of DCX^+^EYFP^+^ neuroblasts (NB, horizontal morphology, arrows), immature neurons (IN, dendritic morphology, arrowheads) and CD31^+^ endothelia 21 d after NSPC-VEGF knockdown. **(L)** Distance from nearest CD31^+^ vessel for WT or iKD DCX^+^ NBs in SGZ. Bars start at average distance for a random SGZ cell. **(M)** Distance from nearest CD31^+^ vessel for WT or iKD DCX^+^ INs in SGZ. Bars start at average distance for a random SGZ cell. Mean ± SEM plus individual mice shown throughout. N = 10 WT, 12 iKD. Scale bars all represent 10 μm. *P < 0.05. (E, F, H, K) Grey dashed line indicates SGZ midline.

We next quantified the shortest distance between CD31^+^ vasculature and the cell body center of EYFP^+^/GFAP^+^ RGL-NSCs and EYFP^+^/MCM2^+^ IPCs (Fig 3B). Among WT mice, we found, as expected, that RGL-NSC somas were farther than random from CD31^+^ vessels, whereas IPCs were closer to vessels than random distribution (Fig 3C–F). In iKD mice, both RGL-NSC and IPC somas were significantly farther from the vasculature compared with WT controls (Fig 3C–F). RGL-NSC somas in iKD mice were 2.568 ± 1.197 μm farther from vessels than those in WT mice. IPCs in iKD mice were 1.579 ± 0.6776 μm farther from the nearest vessel than IPCs in WT mice, again leaving these iKD cells at a similar distance as random cells, similar to our findings with more general VEGF knockdown via shRNA. Also similar to IPCs as a whole, proliferative cells labeled with the mitotic marker BrdU 2 h before perfusion were closer to vessels than random in WT mice and this association was disrupted in VEGF iKD mice (Fig 3G and H). We also found that RGL-NSC process contact with vessels was significantly disrupted 21 d after TAM (Fig 3I and J). These data show significant disruption of vascular proximity of NSPCs after loss of NSPC-derived VEGF.

We next examined neuroblast and immature neuron progeny of NSPCs. These cell types do not normally self-synthesize notable quantities of VEGF (Figs 1D and S1A). We categorized DCX^+^ cells into neuroblasts and immature neurons morphologically, similarly to previously published methods (Plümpe et al, 2006). Similar to previous work (Sun et al, 2015), we found that immature neurons were generally farther from vessels than neuroblasts (Fig 3K–M). There was no difference in vessel association of neuroblasts or immature neurons between WT and iKD mice. All together, these data suggest that NSPC-specific VEGF is necessary to maintain the vascular proximity of NSPCs, with no effect on their neuroblast and immature neuron progeny.

### NSPC-VEGF loss has no detectable effect on DG vasculature

We next investigated whether loss of NSPC-VEGF may disrupt maintenance of vasculature in the DG cell layers, specifically hypothesizing that local changes in endothelial proliferation, survival, or migration may underlie the loss of NSPC-vessel proximity we observed. First, we examined the effect of NSPC-VEGF loss on angiogenesis by co-labeling CD31^+^ endothelia with MCM2, a marker of the cell cycle (Krstulja et al, 2008). In adulthood, brain vasculature is generally considered quiescent (nonproliferative and stable) (Wälchli et al, 2023). Consistent with this nonproliferative nature of adult vasculature, we found no evidence of angiogenesis in the adult mouse DG in both WT and iKD mice (Fig 4A). We also found no evidence of endothelial cell death, as evidenced by a lack of co-labeling for CD31 with activated caspase-3, a marker of apoptosis (Fig 4B). Finally, we quantified vascular coverage to determine if NSPC-VEGF loss drove endothelial regression away from the SGZ. Using CD31^+^ immunolabeled thresholded area analysis, we found that there was no difference between WT and iKD mice in CD31^+^ area in any DG subregion (Fig 4C and D). These findings suggested no broad vascular gain, loss or migration after NSPC-VEGF loss.

**Figure 4.**
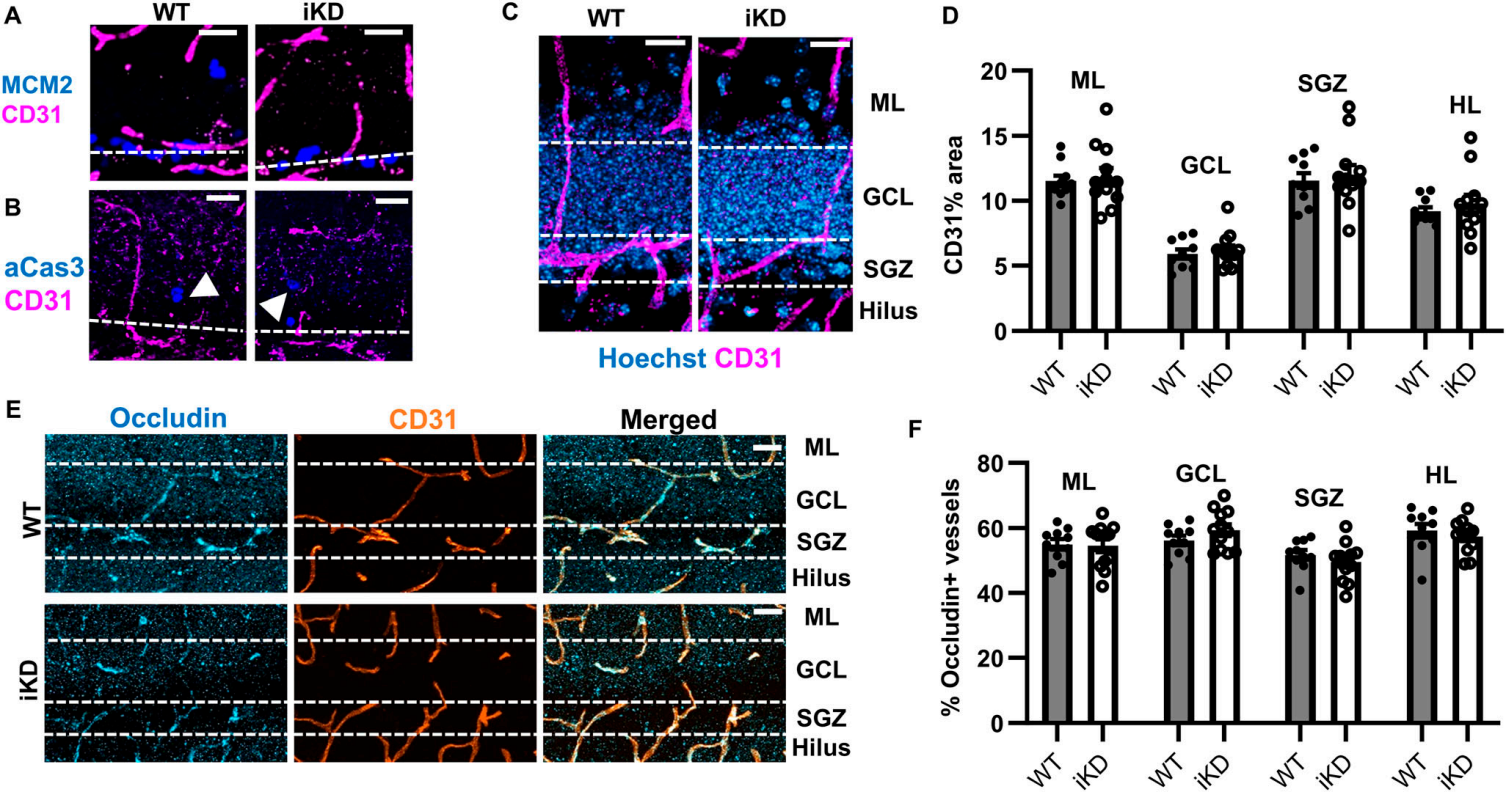
NSPC-VEGF knockdown does not detectably alter the DG vasculature. **(A)** Representative immunofluorescent images of MCM2^+^ cells and CD31^+^ endothelia in WT and iKD mice. Dashed lines represent granular cell layer. **(B)** Representative immunofluorescent images of aCas3^+^ cells and CD31^+^ endothelia in WT and iKD mice. Arrowheads indicate aCas3^+^ cell. Dashed lines represent granular cell layer. **(C)** Representative immunofluorescent images of CD31^+^ endothelia in the DG subregions after NSPC-VEGF knockdown. Hoechst used to label cell bodies. Dashed lines indicate borders between subregions. **(D)** Comparison of CD31 percent area in the DG subregions in WT and iKD mice 21 d after TAM. **(E)** Representative immunofluorescent images of occludin^+^CD31^+^ endothelia in the DG subregions 21 d after TAM. Dashed lines indicate borders between subregions. **(F)** Comparison of percent of CD31^+^ area occupied by occludin labeling in the DG subregions in WT and iKD mice 21 d after TAM. Mean ± SEM shown throughout. N = 10 WT, 12 iKD mice. Scale bars represent 20 μm.

In addition to its role in regulating endothelial migration and proliferation, VEGF also stimulates shedding of BBB associated proteins on endothelial cells, thereby increasing BBB permeability (Zhang et al, 2000). Occludin is a tight junction membrane protein and a structural component of the BBB that plays an integral role in maintaining BBB impermeability. We therefore used co-labeling of occludin on CD31^+^ vessels as a measure of BBB integrity (Fig 4E). We found significant, though small, regional differences in the percent of occludin co-labeling on CD31^+^ vessels, with SGZ being the region with the least co-labeling (see Table S2). However, there was no difference in the percentage of occludin^+^ vessels between WT and iKD mice in any DG subregion (Fig 4F). Taken together, our data were contrary to our expectations and revealed no measurable impact of NSPC-VEGF loss on multiple aspects of adult DG vasculature.

### Loss of NSPC-VEGF disrupts gene expression programs regulating cell adhesion/migration

Given the apparent lack of change in adult DG vasculature after NSPC-VEGF loss, we next examined changes in NSPCs themselves in more detail. We performed single-cell RNA sequencing of RGL-NSCs and their progeny acutely isolated from adult mouse DG of our inducible, NSPC-specific VEGF knockdown model (Fig 5A). 

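The experiment comprised 1 WT library and 1 iKD library, each made from EYFP+ cells of 5 pooled mice. The mice had received 180 mg/kg/d TAM for 5 d, and cells were sorted 21 d after TAM. In this model, TAM switches on Cre in Nestin-expressing cells, which turns on EYFP and, in iKD mice, acts on the floxed Vegfa alleles. The paper's methods state that CellRanger aligned the reads and collapsed duplicates, and that Seurat filtered, normalized, integrated and clustered the cells. The authors deposited 1 table per cluster, with a natural log value for each of 32285 genes in each cell, computed as the log of 1 plus the counts per 10,000 unique molecular identifiers (UMIs) of that cell. Because each value is a fixed function of a whole UMI count, the counts were recovered here, and 100% of the values above 0 came out as whole UMIs. The recovered totals were 44142118 UMIs over the WT cells and 37451839 over the iKD cells. Levels below are means over cells of the counts per 10,000 UMIs, and ratios are log2 of the iKD level over the WT level after adding a pseudocount of 0.01 to both. The paper states that both sexes were represented about equally and were combined. With 1 library per genotype there is no replicate error, so no difference between genotypes was tested. Intervals in parentheses are exact 95% intervals, Poisson for UMI counts and binomial for shares of cells, and for a ratio the exact binomial interval of the summed UMI counts, set around the ratio. They cover counting error only and not differences between mice or libraries. Cells with an Xist UMI and no UMI of the Y-linked genes Ddx3y, Eif2s3y, Uty or Kdm5d were scored as female, and cells with the reverse pattern as male. For comparisons of shares across depths, each cell was thinned to 4500 UMIs, leaving out shallower cells.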

21 d after TAM, EYFP^+^ cells were acutely isolated from dissected DGs using fluorescence activated cell sorting and RNA from single cells was sequenced using a 10X Chromium platform. In total, 5,543 WT EYFP^+^ cells and 5,261 iKD EYFP^+^ cells met inclusion criteria after being captured and sequenced. 

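The deposited tables held 5543 WT cells and 5261 iKD cells. WT cells had between 1520 and 11996 UMIs, with a median of 8051, and iKD cells had between 1471 and 11998, with a median of 7080. The median number of detected genes was 3135 in WT cells and 2935 in iKD cells. Over both genotypes, detected genes ran from 1004 to 3999 per cell, and mitochondrial transcripts made up at most 1.75% of a cell's UMIs. Fewer than 2000 genes were detected in 496 of the 10804 cells, or 4.59% (4.204 to 5.003). The gene-number limits of the methods were meant to exclude multiplets, and no doublet caller was run here. UMIs of both Xist and a Y-linked gene, which a single cell should not carry, were present in 1.86% of WT cells (1.52 to 2.25) and 0.931% of iKD cells (0.690 to 1.23).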

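The deposited tables divide the cells into 12 clusters, 1 of which is named undefined and holds 40 cells. Each of the 12 clusters held cells of both genotypes. The smallest contributions were 4 WT cells to the astrocyte cluster, beside 130 iKD cells, and 9 iKD cells to IN1, beside 41 WT cells. The largest cluster was eNB with 2169 cells, followed by NSPCs with 2097, IPC1 with 2005 and IPC2 with 1963. Median depth per cell was between 6652 UMIs in NB and 8697.5 in IN1, except for IN2 at 3102.5 and the undefined cluster at 2572.5.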

Uniform manifold approximation and projection (UMAP) for dimension reduction analysis revealed that both WT and iKD cells were present in 11 different subpopulations characterized by gene expression profiles linked to Gene Ontology (GO) terms consistent with cell types across the neurogenic cascade (Fig 5B and Table S1).

**Figure 5.**
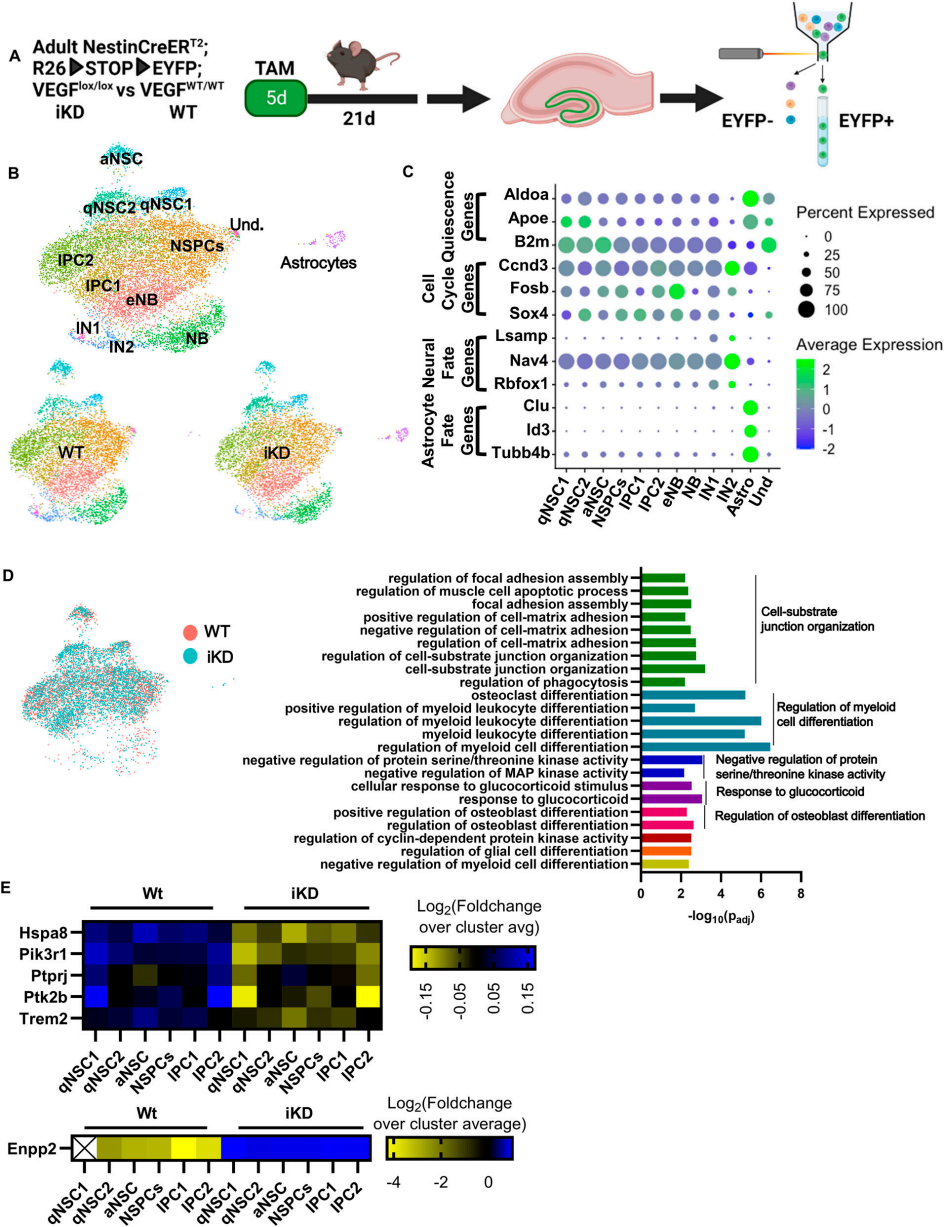
NSPC-VEGF regulates genes related to cell adhesion in vivo. **(A)** Diagram of experimental design and timeline. N = 5 mice/genotype were pooled and sorted. **(B)** UMAP of WT and iKD cells yielded 11 subpopulations. Clusters are represented by different colors and phenotypes were assigned by gene expression and GO analysis of DEGs between clusters. **(C)** Dot plot visualization of average expression and percent of cells expressing genes related to quiescence, the cell cycle, neurogenic, and gliogenic fate. Average expression is a z-score. **(D)** UMAP showing clusters that included NSCs or IPCs, with WT and iKD cells shown as separate colors (left). GO biological process clusters that were differentially expressed in VEGF iKD NSC and IPC containing clusters (right). **(E)** Heat map of expression levels of top down-regulated genes associated with cell-substrate junction organization in WT and iKD NSC and IPC containing clusters. Values are log_2_ fold change of the average normalized transcript count in a group over the cluster average.

Table S1 RNAseq raw counts, DEGs, and GO processes.

To confirm cluster identities, we examined both GO terms associated with cluster marker genes and the expression of known markers of quiescence, the cell cycle, neural fate, and gliogenic fate. We identified three clusters of NSCs (10.17% of cells), five clusters containing IPCs or NBs (85.09% of cells), two neuronal clusters (3.13% of cells), and one astrocytic cluster (1.24% of cells). 

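By the cluster names of the deposited tables, the NSC clusters qNSC1, qNSC2 and aNSC held 1099 of the 10804 cells, or 10.2% (9.61 to 10.8). The clusters NSPCs, IPC1, IPC2, eNB and NB held 9193 cells, or 85.1% (84.4 to 85.8). IN1 and IN2 held 338 cells, or 3.13% (2.81 to 3.47), and the astrocyte cluster held 134, or 1.24% (1.04 to 1.47). The remaining 0.370% (0.265 to 0.504) lay in the undefined cluster. In the cells of the NSC clusters, at a median depth of 7926 UMIs, a list of 9 neural stem cell markers (Hopx, Nes, Sox2, Gfap, Aldoc, Fabp7, Vim, Sox9 and Pax6) had a UMI in a median of 0.455% of cells over the list. In the same cells, a list of 10 microglia markers (among them Cx3cr1, P2ry12, Tmem119, C1qa, C1qb and Csf1r) had a UMI in a median of 99.9%. In the astrocyte cluster, at a median depth of 7722 UMIs, these medians were 28.4% for the neural stem cell markers and 42.9% for the microglia markers. The microglia median was 100% in NSPCs, IPC1, IPC2, eNB and NB together, 100% in IN1 and 86.3% in IN2. A list of 5 granule neuron markers had medians of 0.620%, 8% and 6.94% there, at median depths of 7594, 8697.5 and 3102.5 UMIs.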

The NSC clusters were generally characterized by high expression of quiescence-related genes such as Aldoa, Apoe, and B2m and GO terms associated with ribosomal biogenesis, a process previously shown to be high in NSCs (Shin et al, 2015; Harris et al, 2021) (Fig 5C). 

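Among the 8 clusters from qNSC1 to NB, the mean level of Aldoa was highest in qNSC1, at 2.89 counts per 10,000, and lowest in IPC2, at 1.29. Apoe was highest in qNSC2, at 15.3, close to its 14.03 in qNSC1, and lowest in IPC2, at 1.97. B2m was highest in aNSC, at 15.4, and lowest in NB, at 8.23. An Aldoa UMI was found in 81.2% of qNSC1 cells (76.2 to 85.5) and in 56.8% of qNSC2 cells (52.3 to 61.2), at median depths of 8049.5 and 7737 UMIs, and the qNSC2 level of 1.31 was lower than in aNSC or NSPCs. B2m had a UMI in 97.5% of NB cells and in 99.1% or more of the cells of each of the other 7. Over all 12 clusters and the 12 genes of Fig 5C with a match here, the cluster with the highest mean level stayed the same for 11 genes with summed UMIs scaled as CPM. It stayed the same for 7 genes by the share of cells after thinning, which left no undefined cell and 73 IN2 cells.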

One of the NSC clusters was characterized by GO terms associated with G1/S transition and cell cycle activation, leading us to define these as active NSCs (Fig 5C). The IPC and NB clusters showed progressive loss of quiescence gene expression coupled with expression of cell cycle–related genes such as Ccnd3, Fosb, and Sox4 (Fig 5C). 

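Apoe fell from 5.55 counts per 10,000 in aNSC to 2.84 in IPC1, and it stood at 3.76 in eNB and 4.46 in NB. B2m declined from 10.4 in NSPCs through 9.26 in IPC1 and 8.79 in IPC2 to 8.41 in eNB. Of the 8 clusters from qNSC1 to NB, the level of Ccnd3 was highest in IPC2, at 9.09, and lowest in qNSC1, at 4.64, while aNSC stood at 8.22. Fosb was highest in eNB, at 7.64, where 94.1% of cells had a UMI (93.1 to 95.1) at a median depth of 8304 UMIs, and lowest in NB, at 1.20, where 31.6% did (28.7 to 34.6) at a median depth of 6652. Sox4 was highest in IPC1, at 3.85, and lowest in qNSC2, at 1.80, with qNSC1 at 3.81. In NSPCs, IPC1, IPC2, eNB and NB together, a Mki67 UMI was present in 0.185% of cells, a Top2a UMI in 0.413% and a Mcm2 UMI in 1.61%. Fosb also belongs to the list of dissociation response genes used here. The levels of Ccnd3, Fosb and Sox4 therefore do not by themselves show that these cells were cycling.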

GO terms in these populations also highlighted cell cycle–related processes such as regulation of G1/S transition of mitotic cell cycle. 

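In the cluster named NSPCs, Aldoa stood at 2.06 counts per 10,000, above its 1.52 in aNSC and 1.37 in IPC1. Apoe, at 3.94 in NSPCs, lay between aNSC and IPC1, and so did B2m. Sox4 stood at 3.59 in NSPCs, between 2.80 in aNSC and its level in IPC1. Ccnd3 was lower in NSPCs, at 5.01, than in IPC1, at 6.65. Fosb stood at 4.69 in NSPCs, against 4.53 in aNSC, 1.71 in IPC1 and 4.86 in IPC2.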

We defined one population as a putative mix of NSCs and IPCs (NSPCs) because it showed gene expression and GO terms intermediate between the active NSC and IPC clusters (Fig 5C). 

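Lsamp had a mean level of 7.27 counts per 10,000 in IN2 and 0.672 in IN1, against at most 0.163 in the 8 clusters from qNSC1 to NB. A Lsamp UMI was present in 27.8% of IN2 cells (22.7 to 33.3) and 44.0% of IN1 cells (30.0 to 58.7), compared with 1.49% of astrocyte-cluster cells (0.181 to 5.29), at median depths of 3102.5, 8697.5 and 7722 UMIs. After thinning, which kept 73 of the 288 IN2 cells, the share was 43.8% in IN2, 26% in IN1 and 0.926% in the astrocyte cluster. Rbfox1 reached 4.14 in IN2 and 1.25 in IN1, with 0.753 in aNSC the highest of the 8 clusters. Nav3, used here because the tables list no gene under the name Nav4 given in Fig 5C, reached 29.3 in IN2 and 19.8 in IN1. The 8 clusters had Nav3 levels between 8.44 and 19.4, the latter in eNB.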

The two IN populations showed strong expression of neuronal fate genes and GO terms associated with neuronal differentiation. 

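In the astrocyte cluster, the mean level of Clu was 6.68 counts per 10,000, of Id3 3.14 and of Tubb4b 17.4, and each was the highest of the 12 clusters. The next highest levels were 0.176 for Clu in IN2, 0.0229 for Id3 in IN1 and 0.644 for Tubb4b in the undefined cluster. A Clu UMI was found in 87.3% of astrocyte-cluster cells (80.5 to 92.4) and an Id3 UMI in 70.1% (61.6 to 77.7). Of the quiescence genes, Aldoa stood at 17.9, the highest of all clusters, and Apoe at 11.3, while B2m stood at 2.17, the lowest. Lsamp, at 0.0385, and Sox4, at 0.828, were the lowest of the 12 clusters, and Fosb stood at 0.761. Ccnd3 stood at 2.56, with a UMI in 78.4% of cells (70.4 to 85.0). The 10 genes with the highest levels in this cluster included Ttr, at 1019, and Enpp2, at 43.2. Of a list of 8 choroid plexus markers (Ttr, Enpp2, Folr1, Kcne2, Kl, Clic6, Prlr and Igf2), all 8 had a UMI in more than 50% of its cells. The median share was 79.9% over this list and 1.12% over a list of 6 astrocyte markers, where the highest gene, Aldh1l1, reached 25.4%. By these lists, the cells of this cluster carried choroid plexus transcripts far more often than astrocyte transcripts, and the name astrocyte is the paper's.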

The astrocyte cluster had high expression of quiescence genes coupled with high expression of genes associated with astrocytic fate (Clu, Id3, and Tubb4b) and a notable absence of neuronal phenotype and cell cycle genes that were present in NSC, IPC, NB, and IN clusters (Fig 5C).

We next identified differentially expressed genes (DEGs) between WT and iKD cells within clusters that contained NSCs and/or IPCs. Across all NSC or IPC containing clusters, 85 unique DEGs were identified (22 up in iKD and 63 down in iKD) (Table S1). 

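The WT against iKD sheet of Table S1 holds 123 calls with an adjusted p-value under 0.05, which fall on 85 genes, all the paper's own calls. Of these, 122 calls on 84 genes could be matched by symbol to the deposited tables. The deposited values return the fold changes of the sheet, within 0.001 in 735 of 735 cases, so the ratio computed here had the direction of the sheet in all 122 pairs of a gene and its cluster by construction, which is no check of the calls. Over the 6 clusters pooled, the 62 matched genes that the sheet has lower in iKD had a median log2 ratio of -0.30, and the 22 that it has higher had a median of 0.23. The paper's calls were unevenly spread, with 65 in IPC2, 17 in NSPCs, 15 in IPC1, 13 in qNSC2, 11 in aNSC and 2 in qNSC1. Cells scored as female made up 47.0% of WT cells (45.4 to 48.7) and 65.4% of iKD cells (63.7 to 67.0) of these clusters. The alternative that moved the result most was the restriction to female cells. Without Xist, Tsix, Ddx3y, Eif2s3y and Uty, which the scoring of the sexes itself affects, 47 of 79 genes kept the direction of the sheet in female cells, against 78 in male cells. Of these 79 genes, 53 were called in IPC2 alone, and over the 5 other clusters pooled 24 of the 53 kept the direction in female cells and all 53 in male cells. Of the 26 called elsewhere, 24 kept it in female cells and 25 in male cells. These 26 include Ttr, Enpp2 and several ribosomal protein genes, all of the latter lower in iKD. Among these, Rps27 and Rps29 were called in 4 clusters each and Rpl37 and Rpl39 in 3 each. The cause of the ribosomal calls was not tested. Genes called in all 6 clusters were Enpp2 and Ttr. The largest negative ratios among the 3863 genes with a level of at least 0.5 were those of Ddit4, at -0.97, Fkbp5, at -0.88, and the Y-linked Ddx3y, at -0.74. The largest positive ratios were those of Ttr, at 6.12, and Xist, at 0.53. Within male cells, the ratio of Ddit4 was -1.85 and that of Fkbp5 -1.72, against 0.08 and 0.12 within female cells, and the difference was not tested.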

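Vegfa, the gene targeted in iKD mice, had 74 UMIs (58.1 to 92.9) over the 3752 WT cells of the 6 NSC and IPC containing clusters and 36 UMIs (25.2 to 49.8) over the 3412 iKD cells. At least 1 UMI was present in 1.55% of WT cells (1.18 to 1.99), at a median depth of 7999.5 UMIs, and in 0.909% of iKD cells (0.618 to 1.29), at a median depth of 7032. After thinning, the shares were 0.922% in WT (0.639 to 1.29) and 0.705% in iKD (0.448 to 1.06), and these intervals overlapped. The levels were 0.0226 counts per 10,000 in WT and 0.0137 in iKD. Their log2 ratio was -0.46 (-1.07 to 0.14) with the pseudocount of 0.01, which is close to the levels themselves. Without the pseudocount it was -0.72 (-1.33 to -0.12). The same counting interval was set around both ratios, so whether it includes 0 depends on the pseudocount. The level was lower in iKD in 3 of the 6 clusters. IPC1 had 29 UMIs in WT and 9 in iKD, while the NSC clusters together had 11 UMIs in each genotype. In the astrocyte cluster, 7 UMIs (2.81 to 14.4) were found in 6 of 134 cells, or 4.48% (1.66 to 9.49). All 7 came from the 130 iKD cells, and 0 of the 4 WT cells had one, which allows a share of up to 75%. In eNB, outside the 6 clusters, the share was 1.43% (0.973 to 2.02) at a median depth of 8304 UMIs. The paper used a 3′ library, and whether a Vegfa UMI came from an intact or a recombined allele was not known. These counts therefore do not measure the loss of the targeted allele.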

Although Vegfa was detected in NSCs, IPCs, and astrocytes, expression levels were near the floor of detection in all cell types and therefore not fit for comparison between genotypes. To understand the potential functional significance of DEGs generated from this dataset, we used GO analysis of up-regulated and down-regulated DEGs coupled with kappa score iterative grouping with ClueGO (Bindea et al, 2009, 2013) to collapse similar GO terms. GO terms were associated with several processes that would be expected based on the role of NSPC-derived VEGF in maintaining stemness/self-renewal (e.g., differentiation processes), as well as processes consistent with VEGF signaling via VEGF receptor tyrosine kinases (e.g., serine/threonine kinase activities) (Fig 5D and Table S1) (Kirby et al, 2015). 

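The ClueGO sheet of Table S1 collapses the paper's GO terms into 8 groups, whose genes were looked up here over the 6 clusters pooled. The group on regulation of myeloid cell differentiation holds 11 genes, of which 7 were lower and 4 higher in iKD, with log2 ratios from -0.43 to 0.27. The group on negative regulation of protein serine/threonine kinase activity holds 5 genes, 3 lower and 2 higher, with a median of -0.09. The group on response to glucocorticoid holds 6 genes, 4 lower and 2 higher, from -0.97 to 0.20. Its median was -0.01 in female cells and -0.42 in male cells. The female and male medians were 0.01 and -0.41 for the myeloid group and 0.02 and -0.30 for the kinase group. These differences between the sexes were not tested. The GO analysis itself was not rerun here.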

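The group named for cell–substrate junction organization in the ClueGO sheet gathers 9 GO terms and 7 genes, among them Hspa8, Pik3r1, Ptprj, Ptk2b, Trem2 and Enpp2. Over the 6 clusters pooled, 5 of these 6 genes had a lower level in iKD than in WT. The 6 log2 ratios ran from -0.28 for Hspa8 to 3.73 for Enpp2, with a median of -0.17. The alternatives that changed the direction of a gene were the restrictions to cells of one sex. In female cells, 3 of the 6 genes were lower in iKD, with a median of 0.07, and in male cells 4 were lower, with a median of -0.22.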

More relevant to the phenotype of disruption of vessel association after NSPC-VEGF loss, we found many differentially regulated processes were associated with cell-substrate junction organization, a crucial part of cell anchoring and cell motility.

When down-regulated DEGs associated with cell-substrate junction were dissected by cluster, no strong pattern was noted by cluster; rather, DEGs appeared to be generally down-regulated throughout the NSC and IPC containing clusters (Fig 5E). 

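Taken cluster by cluster, the 5 genes Hspa8, Pik3r1, Ptprj, Ptk2b and Trem2 gave 30 pairs of a gene and a cluster, and the level was lower in iKD in 27 of them. The counting interval lay below 0 in 21 pairs and above 0 in 0. The paper chose these genes by calls on the same cells, and 6 of the pairs are calls of its sheet, whose direction is fixed by that choice. Of the 24 other pairs, 21 were lower in iKD, 15 of them with the interval below 0. Within female cells the level was lower in iKD in 15 of the 30 pairs, and within male cells in 25. Hspa8 was lower in all 6 clusters, from -0.49 in aNSC to -0.16 in IPC2, each time by more than its counting interval. Pik3r1 and Trem2 were also lower in all 6, with the interval below 0 in 5 each. The Trem2 ratio in IPC2 was -0.0010 (-0.037 to 0.035). Ptprj was lower in 4 clusters and stood at 0.15 in aNSC (-0.02 to 0.31). Ptk2b was lower in 5 clusters, from -0.55 in qNSC1, and stood at 0.07 in IPC1 (-0.04 to 0.19).

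**Figure D1:**
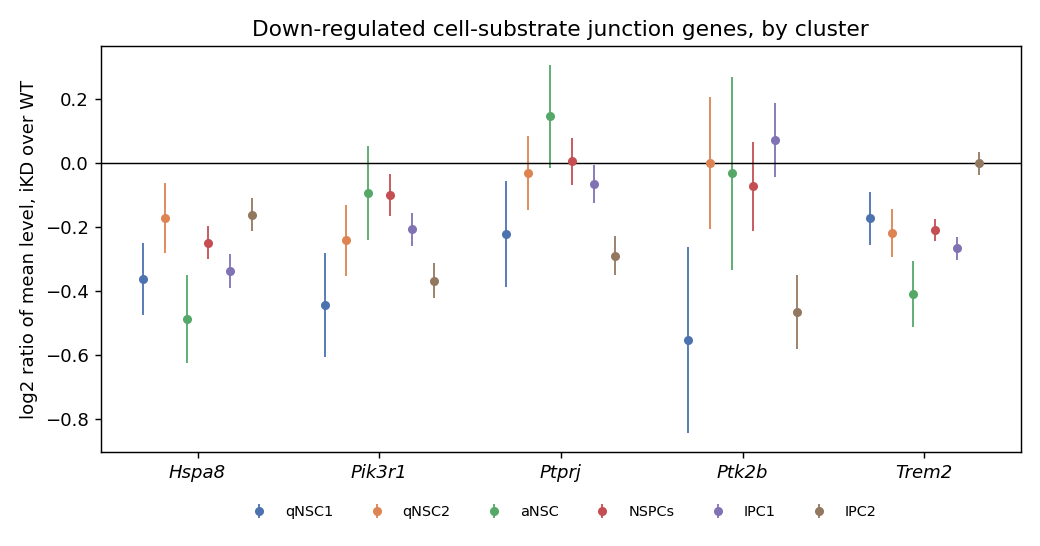
Log2 ratio of the mean level in iKD over WT (vertical axis) for 5 genes (horizontal axis), with 1 point for each of the 6 clusters and bars for the exact 95% counting interval. Of the 30 points, 27 lie below 0, and the aNSC point of Ptprj lies highest, at 0.15.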

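Over the 6 clusters pooled, Hspa8 had 27111 UMIs in WT (26789 to 27436) and 17838 in iKD (17577 to 18102), levels of 8.97 and 7.36 counts per 10,000 and a log2 ratio of -0.28 (-0.31 to -0.26). Its ratio was -0.35 in female cells and -0.14 in male cells. Pik3r1 had levels of 7.38 in WT and 6.32 in iKD, a log2 ratio of -0.22 (-0.25 to -0.19), with -0.45 in male cells and a value near 0, -0.0043 (-0.045 to 0.036), in female cells. Trem2 had levels of 18.3 and 16.0 and a log2 ratio of -0.20 (-0.22 to -0.18). Within female cells its ratio was -0.38, and within male cells it was 0.07 (0.04 to 0.10). Ptk2b had levels of 1.66 and 1.499 and a log2 ratio of -0.15 (-0.21 to -0.08), which was 0.17 (0.09 to 0.26) in female cells and -0.49 in male cells. Ptprj had the ratio nearest 0 of the 5, -0.09 (-0.12 to -0.06), from levels of 5.69 and 5.34, and it was 0.15 (0.10 to 0.19) in female cells and -0.30 in male cells. The differences between the sexes were not tested. In the GENCODE M21 annotation of GRCm38, which may not be the build the authors used, the protein-coding gene Hspa8 lies on chromosome 9 from 40800984 to 40810087. Pik3r1 lies on chromosome 13 from 101680563 to 101768217, Ptprj on chromosome 2 from 90429754 to 90580647, Ptk2b on chromosome 14 from 66153257 to 66281052 and Trem2 on chromosome 17 from 48346401 to 48354147.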

Top down-regulated genes associated with cell–substrate junction included Hspa8, Pik3r1, Ptprj, Ptk2b, and Trem2. Hspa8 codes for a member of the heat shock protein 70 family and has established roles in promoting cell proliferation/survival (Calderwood et al, 2006; Ramírez-Rodríguez et al, 2013) as well as migration and invasion in cancer cells (Sun et al, 2019). Pik3r1 and Ptk2b both encode tyrosine kinases, whereas Ptprj codes for a tyrosine phosphatase. All three of these genes can promote both cell proliferation and migration (Jiang et al, 2020; de Pins et al, 2021; Li et al, 2022). Trem2 is a transmembrane receptor protein that is frequently associated with immune cells (e.g., microglia, macrophages) but is also known to be overexpressed in many cancer cells, where it can regulate both proliferation and tumor cell migration (Wolf et al, 2022). Only one DEG associated with cell–substrate junction (Enpp2) was up-regulated in iKD mice and it was similarly up-regulated throughout clusters (Fig 5E). 

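Enpp2, which the same annotation places on chromosome 15 from 54838901 to 54952892, had 38 UMIs (26.9 to 52.2) in the WT cells of the 6 clusters and 728 (676 to 783) in the iKD cells. An Enpp2 UMI was present in 0.880% of WT cells (0.606 to 1.23) and 18.4% of iKD cells (17.1 to 19.8). The log2 ratio of the pooled levels was 3.73 (3.26 to 4.24) with the pseudocount of 0.01 and 0.36 with a pseudocount of 1. In the 5 clusters with a WT UMI, it ran from 2.81 in qNSC2 to 4.18 in IPC1, and in aNSC, with 3 WT UMIs, it was 3.17 (1.42 to 5.55). In qNSC1, with 0 WT UMIs, the 38 iKD UMIs (26.9 to 52.2) were 12.1-fold a limit of 3 WT counts, scaled by total UMIs. The counting error of the 38 UMIs is not included in this fold. Outside these clusters, an Enpp2 UMI was present in 18.9% of iKD eNB cells (16.7 to 21.3), at a median depth of 7722 UMIs, and in 25.5% of iKD IN2 cells (17.1 to 35.6), at a median depth of 2775. In the astrocyte cluster, 99.2% of iKD cells (95.8 to 99.98) had one, at 33.4 UMIs per cell. Each of the other 7 choroid plexus markers was also higher in iKD over the 6 clusters. Among them Ttr, another transcript called in all 6 clusters, had a UMI in 9.46% of WT cells (8.54 to 10.4) and 99.7% of iKD cells (99.5 to 99.9).

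**Figure D2:**
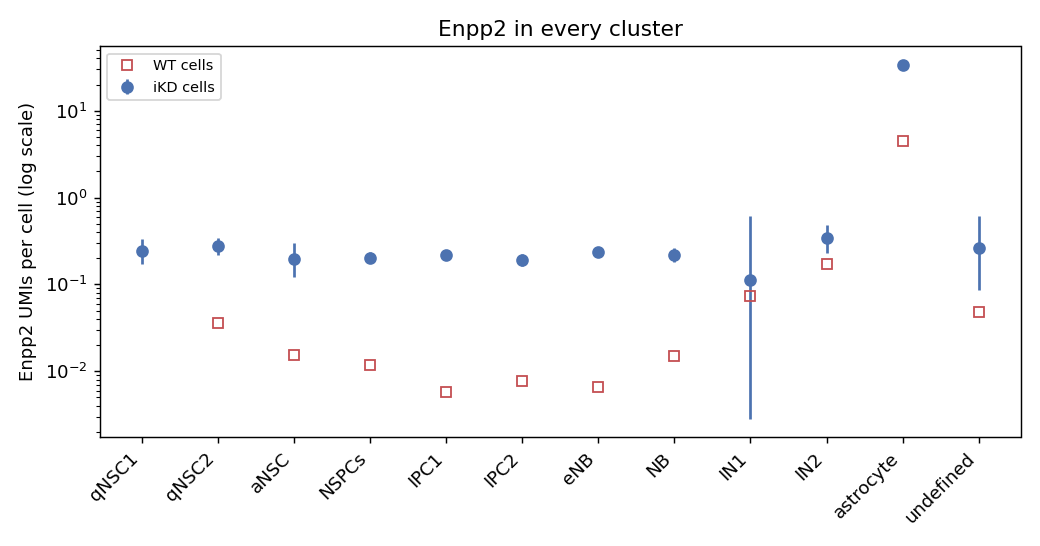
Enpp2 UMIs per cell (vertical axis, log scale) in each of the 12 clusters (horizontal axis), with iKD cells as filled circles with exact 95% Poisson intervals and WT cells as open squares. WT qNSC1, with 0 UMIs, has no square. The iKD value is 33.4 in the astrocyte cluster, and it lies between 0.192 and 0.274 in the 8 clusters from qNSC1 to NB.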

Enpp2 codes for a soluble, secreted lysophospholipase D, also known as autotaxin, that can promote tumor progression because it can both promote motility of cancer cells in an autocrine manner as well as inhibit motility of immune cells, acting as a chemorepellent (Borza et al, 2022). 

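Leaving out the 5 sex-linked genes, 59 matched genes were lower in iKD. Of these, 31 were below 0 in both female and male cells, 27 in male cells only and 1 in female cells only. Of the 20 genes higher in iKD, 15 were above 0 in both sexes and 5 in male cells only. The paper's reasoning from the single-cell data runs from these calls within clusters, through the grouping of their GO terms, to the members of the junction group. It then sets the reported roles of Hspa8, Pik3r1, Ptk2b, Ptprj, Trem2 and Enpp2 in migration, proliferation and motility beside their direction in iKD. From this the paper proposes that loss of NSC-derived VEGF may disturb adhesion and motility. Its vessel distances in vivo and its SU5416 assays of cultured NSCs are separate evidence and do not rest on these calls.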

Taken together, our single-cell data suggested that loss of NSC-specific VEGF may disrupt regulation of cell adhesion/motility, in addition to its already expected role in regulation of proliferation/self-renewal. A disruption in NSC motility and adhesion presented a likely mechanism for loss of proximity to vessels after VEGF loss, which we next sought to verify.

### Inhibition of VEGFR2 inhibits NSC motility and adhesion in vitro

To confirm that NSC motility and adhesion rely on self-synthesized VEGF, we chose to focus on functional assays with cultured NSCs derived from adult DG. We chose functional assays of cell motility rather than focus on individual DEGs because previous research shows scRNAseq DEG analysis is highly subject to the bias of single-cell sequencing for detecting highly expressed genes with low fold changes (Squair et al, 2021; Denninger et al, 2022). We chose to focus on cultured NSCs because they provided a well-validated model of NSC physiology isolated from the confounding factors of interaction with other niche cell types. Our previous characterization of proliferating NSC cultures using immunolabeling, bulk RNAseq, and single-cell RNAseq revealed that they are comprised almost entirely of cycling and quiescent NSCs that show strong transcriptional similarity to in vivo RGL-NSCs, with very few committed progenitors present (Denninger et al, 2020, 2022). Others have similarly shown that these cultures can be effective tools for modeling RGL-NSC physiology and function (Blomfield et al, 2019; Urbán et al, 2019; Petrelli et al, 2023).

To test the role of autocrine VEGF signaling in proliferative NSC motility and adhesion in vitro, we used a widely used, cell-permeable inhibitor of VEGFR2 receptor tyrosine kinase activity, SU5416. The defined media of standard NSC culture does not include any exogenous VEGF, making any VEGFR2 signaling dependent on autocrine VEGF signaling. We and others have previously reported that NSCs in vitro and in vivo express VEGFR2 but not the other major VEGF receptor, VEGFR1 (Fabel et al, 2003; Cao et al, 2004; Wittko et al, 2009; Kirby et al, 2015). As further confirmation that adult RGL-NSCs express VEGFR2, we re-examined the datasets from Berg et al (2019) and Adusumilli et al (2021), and we found that hippocampal NSCs express Kdr (the transcript for VEGFR2) despite a decline in expression with age (Fig S2A) and that Kdr expression is 524 ± 23% higher in DG than in SVZ NSPCs (Fig S2B). Co-labeling of brain sections with an antibody against VEGFR2 and an antibody against Nestin also showed prominent immunoreactivity for VEGFR2 in Nestin^+^ NSCs (Fig 6A). Although some studies have questioned the efficacy of some VEGFR2 antibodies in fixed mouse tissue because they fail to show the expected vascular labeling pattern (Licht et al, 2016), the antibody used here was knockout validated for immunolabeling in mouse brain tissue (Harde et al, 2019) and also showed the expected pattern of VEGFR2 labeling in CD31^+^ blood vessels (Fig S2C and D). VEGFR2 labeling was also evident overlapping with putative GFAP+ RGL processes (Fig S2E).

**Figure S2.**
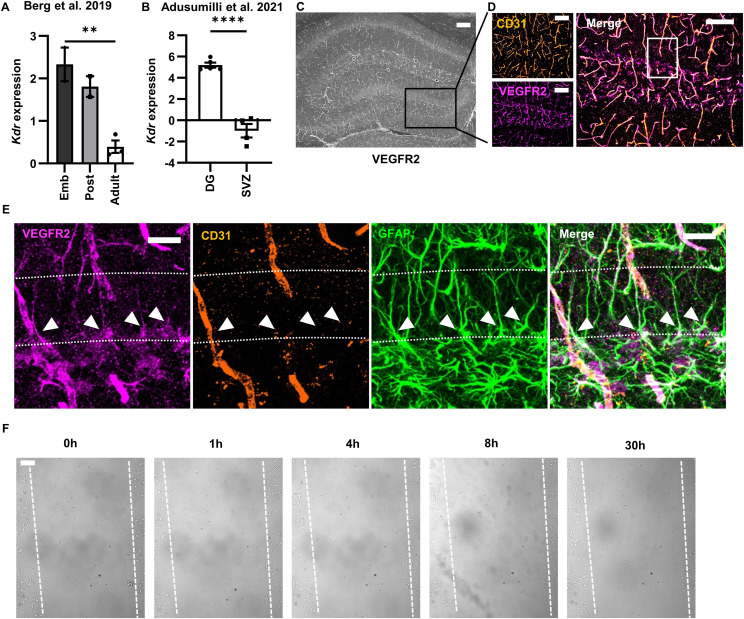
NSCs express VEGFR2. **(A)** *Kdr* expression across development in Hopx+ NSCs isolated from mouse DG and quantified via bulk RNA sequencing originally published in Berg et al (2019). N = 2–3 replicates; mean ± SEM. **P < 0.01 in Berg et al original DEG analysis. **(B)** *Kdr* expression of NesGFP+ NSPCs in the DG or SVZ quantified via bulk RNA sequencing originally published in Adusumilli et al (2021). N = 4–5 replicates; mean ± SEM. ****P < 0.0001. **(C)** Representative image of VEGFR2 immunolabeling in the hippocampus of a wild-type adult mouse at low magnification. **(D)** Box shows the area detailed in (D). **(D)** Representative image of VEGFR2 and CD31 immunofluorescent co-labeling in the DG. **(C)** This is a higher magnification image of the same slice shown in (C). **(E)** Box shows the area detailed in (E). **(E)** Representative image of VEGFR2, CD31 and GFAP co-labeling in the DG. **(D)** This is an optical zoom-in of the same slice shown in (D). Arrowheads point to examples of GFAP+ VEGFR2+ overlap. Dashed line shows granule cell layer. **(F)** Representative images of NSCs maintained in quiescent conditions for 4 d after a scratch. Scratch borders are shown as dashed lines. Hours after scratch are shown above. Scale bars represent (C, D) 100 μm, (E) 20 μm, and (F) 100 μm.

**Figure 6.**
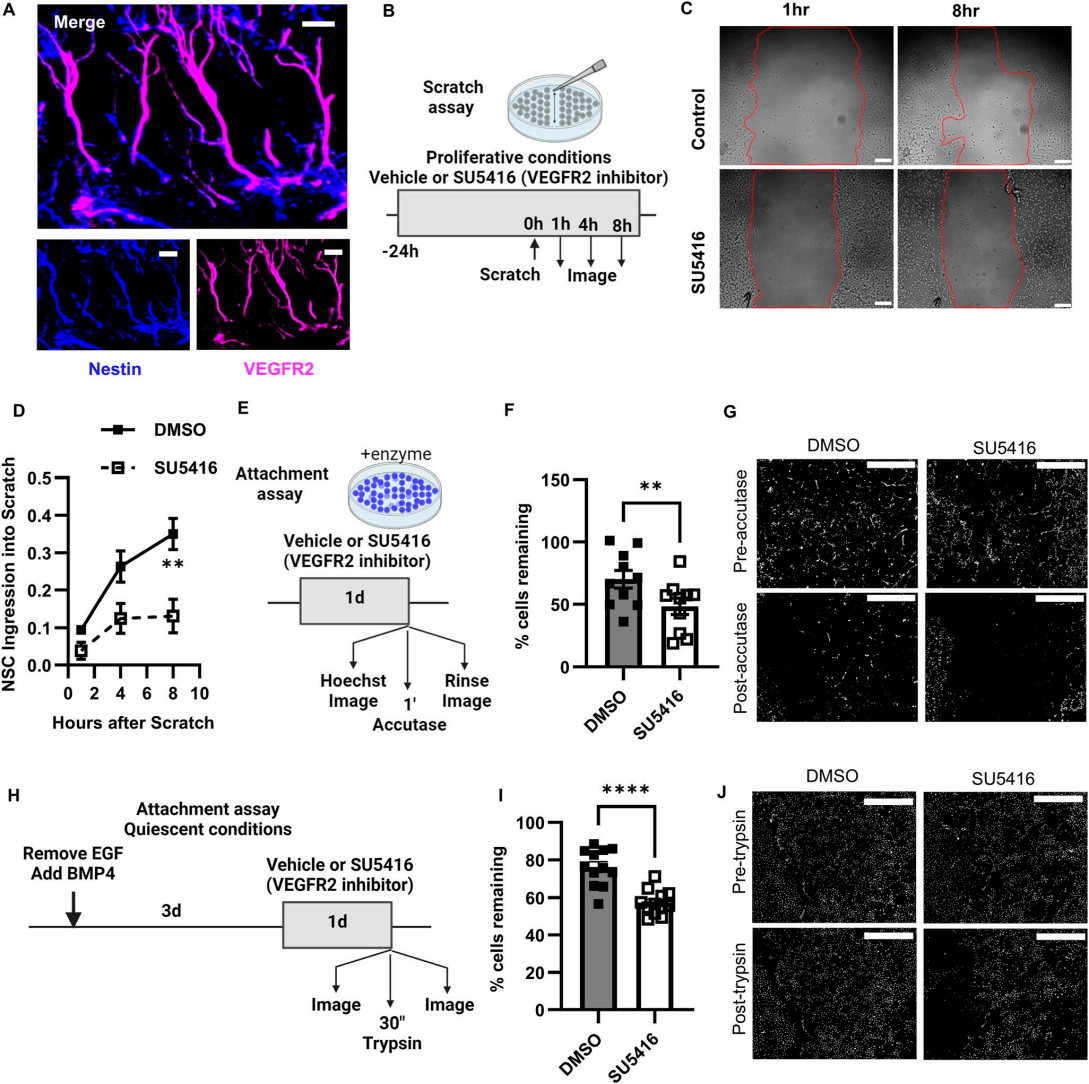
NSC-VEGF regulates cell motility and attachment in vitro. **(A)** Representative immunofluorescent image of VEGFR2 immunolabeling with Nestin. **(B)** Diagram of scratch assay experimental design in proliferative conditions. **(C)** Representative bright field images of NSC migration into scratch after SU5416 treatment or control after 1 and 8 h. Red line = scratch border. **(D)** Comparison of NSC ingression into scratch. Data normalized to initial scratch size such that 0 is no ingression and 1 is complete closure of the scratch area. N = 3 wells/experiment, three experiments. Mean ± SEM shown. Post hoc comparison between SU5416 and veh wells within time point shown as **. **(E)** Diagram of attachment assay in proliferative conditions. **(F)** Percent of cells remaining after accutase treatment in veh or SU5416-treated NSCs in proliferative conditions. Points are individual wells. Mean ± SEM also shown. N = 2–4 wells/treatment/experiment, three experiments. Main effect of treatment across experiments shown as **. **(G)** Representative Hoechst+ cell nuclei before and after accutase in vehicle and SU5416-treated wells. **(H)** Diagram of attachment assay after transition to quiescent conditions. **(I)** Percent of cells remaining after trypsin treatment in veh or SU5416-treated NSCs in quiescent conditions. Points are individual wells. Mean ± SEM also shown. Main effect of treatment across experiments shown as **. **(J)** Representative Hoechst+ cell nuclei before and after trypsin in vehicle and SU5416-treated wells. N = 4 wells/treatment/experiment, three experiments. Scale bars represent (A, C) 100 μm, (G, J) 1 mm. *P < 0.05, **P < 0.01.

To test proliferative NSC motility, we used a scratch assay. We treated adult DG NSCs grown in standard proliferative monolayer conditions with SU5416 for 24 h before making a scratch through the monolayer (Fig 6B). We found that NSC ingression into the scratch was slowed in SU5416-treated NSCs compared with control NSCs (Fig 6C and D). To test proliferative NSC adhesion, we used an attachment assay (Yeo et al, 2023). After 24 h pretreatment with SU5416 (or vehicle DMSO), we treated NSCs in standard proliferative monolayer conditions with cell-permeable Hoechst dye to label nuclei then imaged the monolayers. After a brief treatment with the enzymatic cell detachment medium accutase, we then imaged again and quantified the percent of remaining cells (Fig 6E). SU5416 treatment reduced cell adhesion by ∼31% compared with DMSO-treated controls (Fig 6F and G), suggesting reduced cell adhesion in the absence of VEGFR2 signaling.

The proliferative NSC model, as noted above, primarily reflects the cellular physiology of cycling NSCs. To assay motility and adhesion of more quiescent NSCs, we used the BMP4 model of acquired quiescence. When adult DG NSCs are denied exogenous EGF and instead supplemented with BMP4 for 3 d, they enter a preserved, reversible quiescent state (Blomfield et al, 2019; Urbán et al, 2019; Petrelli et al, 2023). We shifted adult DG NSCs to quiescent conditions then performed a scratch assay. Consistent with findings in SVZ NSCs (Yeo et al, 2023), quiescent DG NSCs were not motile; no migration into the scratch was observed up to 30 h after the scratch (Fig S2F). For the attachment assay, we used the detachment enzyme trypsin, as accutase proved unable to detach quiescent NSCs in our hands and others’ (Yeo et al, 2023) (Fig 6H). 24 h pretreatment with SU5416 led to a ∼25% reduction in cell adhesion after trypsin treatment compared with DMSO-treated controls (Fig 6I and J), again suggesting reduced cell adhesion in the absence of VEGFR2 signaling. Taken together, our in vitro results support our in vivo transcriptomic results, suggesting that NSC motility and adhesion relies on self-derived VEGF signaling.

## Discussion

Crosstalk between adult NSCs and their niche is essential for preservation of neurogenesis through adulthood. The relationship of NSCs and their progenitors with the unique vascular architecture of the adult DG is one of the most prevalent features of this niche. Here, we show that NSPCs are essential to preserving their own proximity to vessels through autocrine VEGF signaling. These findings reveal that the placement of NSPCs in their vascular niche is not fixed, but rather is actively maintained by NSPCs.

The hallmark features of the adult DG neurogenic vascular niche are as follows: (1) density of local blood vessels and (2) NSPC physical apposition to these vessels (Palmer et al, 2000; Sun et al, 2015; Moss et al, 2016; Licht et al, 2020). There is little information available about the molecular cues that support maintenance of these properties in adulthood. Prenatally, embryonic NSPCs promote de novo vascularization of the CNS via secretion of VEGF, which is a chemoattractant and mitogen for endothelial cells (Gerhardt et al, 2003; Haigh et al, 2003; Raab et al, 2004). VEGF expression in the adult brain is typically attributed to mature astrocytes (Bozoyan et al, 2012; Licht & Keshet, 2013; Kim et al, 2021). However, adult brain vasculature is frequently described as quiescent and VEGF-refractory, obtaining an independence from the reliance on VEGF signaling that characterizes developing vasculature (Wälchli et al, 2023). Our findings align with the concept of adult vasculature being VEGF-refractory. Although we observed a loss of NSPC-vessel association with global and NSPC-VEGF knockdown, we were unable to detect any changes in vascular architecture.

Although we did not observe changes in vascular structure of the DG niche, we observed prominent changes in the motility and cell adhesion of adult NSCs in vitro after loss of VEGF signaling, coupled with gene expression changes in cell adhesion processes in vivo. Changes in both cell adhesion and cell motility in NSPCs are likely drivers of disrupted maintenance of vascular proximity. Although motility and adhesion can be regulated independently, they are frequently intertwined, as migration can be promoted by adhesion to substrates but also inhibited if binding is too strong. DG IPCs are highly motile under normal conditions, adhering to the vasculature as a scaffold to migrate tangentially up to hundreds of microns as they differentiate into neuroblasts (Sun et al, 2015). In contrast, in vivo imaging reveals that the largely quiescent RGL-NSCs are less migratory (Pilz et al, 2018; Bottes et al, 2021; Wu et al, 2023). Our in vitro findings recapitulated these in vivo phenotypes, with NSCs in quiescent conditions failing to migrate into a scratch, whereas NSCs in proliferative conditions readily migrated into a scratch within hours.

The signals regulating the motility and adhesion properties of NSPCs are generally not clear. In the SVZ, quiescent NSCs are relatively stationary, much like DG RGL-NSCs, and their proliferative progeny are highly motile, like DG IPCs. A recent study showed that the motility and cell adhesion properties of these SVZ cells are linked and can change with stimuli such as advancing age (Yeo et al, 2023). Our in vitro motility and adhesion assays, coupled with our in vivo transcriptomics, align to suggest that adhesion and motility are promoted by autocrine VEGF signaling in adult DG NSCs. Based on our data, we propose that NSPC-derived VEGF likely supports maintenance of NSPC vascular proximity and contact by regulating NSPC motility, maintenance of cell adhesion, or both. Future research will be necessary to further dissect how NSPC-derived VEGF supports these processes.

The mature DG vascular niche is widely hypothesized to support adult neurogenesis, in particular via exposure to circulatory factors (Karakatsani et al, 2019). Beneficial blood-borne factors, such as those associated with exercise (Trejo et al, 2001; Fabel et al, 2003; Horowitz et al, 2020), as well as detrimental factors, such as those associated with old age (Villeda et al, 2011), drive changes in NSPC proliferation that result in altered neurogenesis and correlated improvements or impairments, respectively, in hippocampus-dependent memory function. The unique association of NSPCs with local capillaries is frequently cited as a likely mechanism for how circulating factors drive robust changes in NSPC proliferation and thereby neurogenesis (Licht et al, 2020; Kim et al, 2021). Our findings therefore highlight a new potential mechanism by which NSPC-derived VEGF could support maintenance of NSCs and thereby adult neurogenesis. Although the distance-to-vessel changes observed after loss of NSPC-VEGF in the present study were often small in magnitude (2–3 μm), this difference was enough to cause a complete loss of preferential IPC-vessel association beyond that found for a random SGZ cell. The functional relevance of loss of NSPC preferential association with vessels remains unclear, though. Although we previously showed that NSPC-VEGF loss impairs NSC maintenance (Kirby et al, 2015), it is important to note that with this model, we cannot discern whether that effect is due to loss of vascular proximity or loss of direct VEGF receptor signaling to support stemness independent of vascular signals. We also cannot be sure whether any of the changes in relationship to vasculature here are a cause of loss of stemness or are a consequence of it.

There are several limitations to the present study. First, although we have previously shown VEGF protein production by NSPCs as a population (Kirby et al, 2015), our analysis of VEGF expression in single RGL-NSCs here relies mostly on transcriptional-level analysis. Identification of the cellular source of VEGF protein is complicated by the fact that secreted proteins have short intracellular half-lives and most immunolabeling for VEGF is therefore found in the interstitial space or bound to/inside receptor-expressing cells. In addition, RNAscope analysis would be more certain if additional markers to differentiate astrocytes from NSCs were used. Second, although we did not detect changes to the vasculature, our subregion analysis may have been too broad to detect subtle changes in vessel location. Additional studies could use live imaging after NSPC-VEGF loss to determine if there is more subtle endothelial migration that contributes to loss of NSPC-vessel proximity. In the present work, we used distance from cell center plus assessment of whether RGL-NSC processes appeared to intersect with a blood vessel as measures of vascular association. Neither of these measures takes into appreciation the full 3D shape of the cells and how they contact vessels. 3D imaging of thick, cleared tissue samples may provide a more nuanced view of vascular structure and NSPC relationship to that vasculature. Third, although we saw no changes in occludin expression with VEGF iKD, these findings do not comprehensively assess changes to BBB permeability. However, VEGF is a permeabilizing factor for the BBB and the BBB in the DG is already reported to be intact (Shen et al, 2004), making it unlikely that loss of VEGF could affect much change under normal circumstances. There is still a possibility that BBB permeability induced by surges of VEGF after an injury (e.g., seizures. stroke) may depend on NSPC-produced VEGF. This possibility remains a topic for future research. Finally, more work is needed to better define the downstream mediators of VEGF signaling in adult DG NSCs. Our single-cell sequencing data provide a large dataset that implicates several pathways as dependent on NSPC-VEGF signaling. Future research will be necessary to determine the functional roles of those signaling events disrupted downstream of VEGF loss.

In conclusion, determining the key mechanisms by which adult DG NSCs regulate themselves and their microenvironment is an important step in understanding the preservation of the adult hippocampal neurogenic niche. Our findings suggest that autocrine NSPC-derived VEGF maintains NSPC proximity to blood vessels. Future studies may examine changes to bidirectional signaling between NSPCs and endothelia to determine if loss of VEGF changes endothelial gene expression, resulting in a loss of migratory or adhesive signals for NSCs. They may also investigate how different sources of VEGF or manipulations to VEGFR2 expression may preserve neurogenic capacity, for example, to protect against loss of neurogenesis with aging or injury. These findings have important implications when considering how to therapeutically support endogenous adult neurogenesis or exogenous NSC transplants.

## Materials and Methods

### Mice

All animal use was in accordance with institutional guidelines approved by The Ohio State University Institutional Animal Care and Use Committee. All mice were 7–10 wk old at the start of any experimental manipulation. NestinCreER^T2^ mice (#016261; Jackson) were crossed with Rosa-stop-floxed-EYFP ([Srinivas et al, 2001]; #006148; Jackson) and *Vegfa*^lox^ mice, provided by Genentech, Inc (Gerber et al, 1999), to create NSPC-specific VEGF knockdown for scRNAseq. Mice were maintained as NestinCreER^T2+/−^;*Vegfa*^lox/wt^;Rosa-EYFP^+/+^ x NestinCreER^T2−/−^;*Vegfa*^lox/wt^;Rosa-LoxSTOPLox-EYFP^+/+^ breeding pairs. NestinCreER^T2+/−^;*Vegfa*^wt/wt^;Rosa-EYFP^+/+^ (WT) and NestinCreER^T2+/−^;*Vegfa*^lox/lox^;Rosa-LoxSTOPLox-EYFP^+/+^ (iKD) littermates were used for scRNAseq. Wild type C57BL/6J male and female mice were purchased from Jackson Laboratory (#000664; Strain). VEGF-GFP mice were a gift from Brian Seed, Harvard University, Cambridge, MA, USA (Fukumura et al, 1998). All mice were housed in standard ventilated cages, with ad libitum access to food and water throughout all experiments and maintained on a 12-h light cycle with lights on at 630 h. Male and female mice were represented in approximately equal numbers throughout and no differences in sex were found. We therefore combined them in all presented analysis.

### Tamoxifen administration

Tamoxifen (TAM; APExBIO) was dissolved in sterile sunflower oil at 20 mg/ml, overnight with agitation at 37°C and stored at +4°C for up to 1 wk in the dark. TAM was injected (180 mg/kg/d, i.p.) for 5 d.

### NSC isolation

NSCs were isolated from adult hippocampus of C57BL/6J mice as described in Babu et al (2011). Unless otherwise stated, NSCs were maintained on poly-D-lysine (Sigma-Aldrich) and laminin (Invitrogen) coated plates in Neurobasal A medium (Invitrogen) with 1x B27 supplement without vitamin A (GIBCO), 1x GlutaMax (Invitrogen) and 20 ng/ml each of EGF and FGF2 (Peprotech), as per (Babu et al, 2011). No cells were used past passage 20. Two separate lines were used in all experiments, one from five pooled C57BL/6J male mice and one from five pooled C57BL/6J female mice. No differences between NSCs isolated from males and females were found.

### RNAscope in situ hybridization and immunohistochemistry

WT C57BL/6J mice were transcardially perfused with ice-cold PBS followed by 4% PFA. Brains were harvested and fixed overnight at 4°C in 4% PFA before serial overnight equilibration in 10%, 20%, and 30% sucrose. Fixed tissue was snap frozen in OCT in a dry ice/100% ethanol bath and stored at −70°C. 12 μm cryosections, one section per slide, were prepared with a cryostat and stored at −70°C with desiccant until staining. RNA in situ hybridization was performed according to manufacturer recommendations for using fixed frozen tissue samples in the RNAscope Multiplex Fluorescent v2 Assay (Advanced Cell Diagnostics) with the following modifications to enable concurrent immunohistochemical staining. The pretreatment steps were replaced with a 15 min modified citrate buffer (Dako) antigen retrieval step in a steamer at 95°C. In addition, the protease III step was excluded to enable subsequent immunohistochemical staining. Probes for mouse Vegfa (Mm-Vegfa-ver2; ACD) RNA were hybridized to tissue before subsequent immunohistochemical staining for GFAP protein. Immunostaining for GFAP was conducted as described in (Immunohistochemical tissue processing) with the following exceptions. Blocking was performed with 10% normal donkey serum in 0.1 M TBS-1% BSA. Antibody incubations were performed in TBS-1% BSA. All washes were performed with TBST. DAPI provided by the RNAscope Multiplex Fluorescent kit was used for nuclear counterstaining. All images were acquired with the Zeiss Axio Observer Z1 microscope with Apotome for optical sectioning using a 20x air objective. Full z-stacks were acquired for analysis.

### RNAscope analysis

RGL-NSCs and astrocytes were identified based on the morphology of GFAP^+^ apical or stellate processes, respectively, extending from a Hoechst^+^ nucleus in 1 μm z-stack images from n = 4 mice. Vegfa puncta were found almost exclusively in the nucleus in both cell types and were counted manually throughout the depth of the nucleus.

### FACS for 10x genomics single-cell sequencing and analysis

NestinCreER^T2+/−^; *Vegfa*^lox/lox^; ROSA-LoxSTOPLox-EYFP^+/+^ (KD; n = 5) and NestinCreER^T2+/−^; *Vegfa*^wt/wt^; ROSA-LoxSTOPLox-EYFP^+/+^ (WT; n = 5) littermates were submitted to tamoxifen injections (described above) and 3 wk later their DGs were dissected, as described above. DGs were then mechanically dissociated with sterile scalpel blades then repeatedly with mortar and pestle in douncing buffer on ice. Dissociated cells were collected by centrifugation at 500*g* for 5 min. Cells were then in an HBSS without Ca^2+^/Mg^2+^/Percol solution to form a gradient and spun at 450*g* for 15 min at room temperature. The supernatant was removed, and the remaining cells were resuspended in a solution containing HBSS with 0.04% BSA. Cells were then filtered through a 35 μm nylon filter before staining with Hoechst dye on ice for 10 min for live/dead discrimination. All cells were washed twice following staining and immediately sorted on the FACS Aria III (BD Biosciences) where EYFP^+^ cells were collected for scRNAseq in the HBSS 0.04% BSA buffer. Of those, ∼10,000 cells per genotype were loaded onto the 10× Genomics single-cell sequencing platform using the standard kit. The 3′ RNAseq library was sequenced using paired-end 150 bp approach on an Illumina NovaSeq 6000 sequencer. CellRanger 7.0.1 (Zheng et al, 2017) was used to demultiplex, align, and deduplicate sequencing reads in BCL files. Single-cell data in feature-barcode matrices were then processed using Seurat v4.1.1’s default pipeline (Hao et al, 2021) to identify unsupervised cell clusters and generate a UMAP plot. In brief, cells were filtered to exclude multiplets and damaged cells by excluding cells with unique feature count <2,000 or >5,000 and a mitochondrial gene expression of >2.0%. From ∼10,000 cells loaded per genotype, ∼5,500 were recovered in both genotypes, yielding a net capture rate of 55%. Data were then log normalized with default scale factor of 10,000 and integrated into one file containing both KD and WT samples. The data underwent linear transformation (ScaleData function) and PCA was run on the scaled data, followed by FindNeighbors and FindClusters. UMAPs were then created using the RunUMAP function. DEGs defining clusters (regardless of treatment) and defining treatments (within cluster) were generated using the FindAllMarkers function, which uses a default of Wilcoxon rank sum test, unless otherwise noted. Adjusted *P*-values are Bonferroni-corrected using all features in the dataset. DEGs were further analyzed in ClueGO/Cytoscape (Shannon et al, 2003; Bindea et al, 2009, 2013) using biological process for kappa score iterative grouping.

### Lentiviral vector production

VEGF and scramble shRNA lentiviral vectors are described by Mosher et al (2012) and were packaged in VSV-G lentivirus by either Vigene Biosciences or the Stanford Gene Vector and Virus Core.

### Scratch assay

NSCs were plated into a 24-well plate coated with laminin and PDL at a density of 50,000 cells per well. SU5416 was dissolved in DMSO (10 mM) and stored at −20°C until use. SU5416 was used at 25 μM. For proliferative condition experiments, after 24 h in SU5416/vehicle, a scratch was performed with a sterile pipet tip. The scratch was then imaged at 0, 1, 4, and 8 h to observe NSC migration, while incubating at 37°C between the time points. Scratch area was determined at each time point in Zen software. Because each scratch was unique, areas for each scratch were individually normalized to the area at 0 h. Scratch ingression was calculated as 1- (scratch area at hour X/scratch area at 0 h). On this scale, 0 represents no ingression and 1 represents complete scratch closure. For quiescent conditions, NSCs were plated as above initially in proliferative conditions. 24 h later, the medium was changed to growth medium with no EGF and 20 ng/ml BMP4 (FGF2 remained at 20 ng/ml). 4 d after medium change, a scratch was performed as above and imaged 0, 1, 4, 8, and 30 h later.

### Detachment assay

For all experiments, NSCs were plated in 96-well plates in a single row of eight wells at a density of 5,000 cells per well. For proliferative condition experiments, 24 h after plating, alternating wells were treated with 25 μM SU5416 or DMSO vehicle. 24 h after treatment, Hoechst 33342 was spiked into each well at 1:2,000 final dilution and incubated for 10 min at 37°C, 5% CO_2_. Cells were then imaged at 10x magnification in a 3 × 3 grid. The medium was dumped from the whole plate at once and accutase was added with a multichannel pipettor to assure similar physical forces on all wells. Accutase was dumped out of the plate after 1 min. A single rinse in Neurobasal A with Hoechst 1:2,000 was performed with a multichannel pipettor and cells were left in Neurobasal A with Hoechst 1:2,000 for immediate imaging. Imaging was performed in the same location using digital anchors placed in Zen software during the initial imaging. For quiescent conditions, the procedure was similar, except cells were switched to quiescence medium (no EGF, +BMP4 20 ng/ml) for 3 d before SU5416 or vehicle was added. 24 h after treatment, 30 s of trypsin was used instead of accutase as the detachment reagent because accutase was not sufficiently stringent to result in any detachment of quiescent NSCs.

Hoechst+ cells were counted using Image J automated cell counting on thresholded images (analyze particles function). The number of cells in a well after detachment was divided by the number of cells in that well before detachment to yield a % retained. For statistical analysis, wells were considered in pairs that were adjacent on the same plate, to help match physical forces experienced during dumping and medium changes.

### Stereotaxic surgery

Mice were anesthetized by inhalation of isoflurane (5% induction, 1–2% maintenance; Akorn) in oxygen and mounted in the stereotaxic apparatus (Stoelting). Ocular lubricant (Puralube) was placed over the eyes to prevent evaporative dry eye. After sterilization with alcohol (Thermo Fisher Scientific) and betadine swabs (Thermo Fisher Scientific), the skull was exposed and the lambda and bregma sutures were aligned in the same horizontal plane. A small bur hole was drilled in the skull and an automated injector (Stoelting) with a Hamilton syringe (Hamilton) was lowered to the injection depth at a rate of −1.0 mm/min. Mice were injected with 0.5 μl of scramble control shRNA virus into one hemisphere and 0.5 μl of Vegfa shRNA virus into the contralateral hemisphere at a rate of 0.1 μl/min. The injection coordinates from bregma were as follows: anterior/posterior −1.9 mm, medial/lateral ±1.6 mm, and −1.9 mm dorsal/ventral from dura. Post-surgery, the incision was sealed with tissue adhesive (3M) and the mouse was given saline (Hospira) and carprofen (Zoetis) injection i.p. After 21 d, mice were perfused for immunohistochemical processing.

### EdU and BrdU labeling

21 d after TAM administration, mice were injected with 5-bromo-2′-deoxyuridine (BrdU, 150 mg/kg, IP) (Sigma-Aldrich) and euthanized 2 h later for tissue processing. In virus-treated mice, after 21 d, mice were injected with 5-Ethynyl-2′-deoxyuridine (EdU) (Click Chemistry Tools) dissolved in physiological saline (Hospira) (150 mg/kg, IP) and euthanized 2 h later for tissue processing.

### Immunohistochemical processing

Brains for immunolabeling were harvested after perfusion with ice-cold PBS followed by fixation in 4% PFA overnight at 4°C. After equilibration in 30% sucrose in PBS, 40-μm coronal brain sections were obtained in 1 in 12 series on a freezing microtome (Leica) and stored in cryoprotectant at −20°C. Sections were rinsed 3x in PBS and incubated in a blocking solution containing 1% normal donkey serum and 0.3% Triton X-100 (Acros) in PBS before incubation in primary antibodies for 24–72 h. Sections were rinsed 3x with PBS and exposed to a secondary antibody diluted in blocking solution for 2 h. For VEGF-GFP co-labeling with nestin, sections were incubated with a biotinylated secondary for GFP labeling followed by a streptavidin Alexa Fluor 488 tertiary (1:1,000 in PBS). BrdU immunolabeling was performed after other immunolabeling was complete. Labeled sections were fixed in 4% PFA for 10 min at room temperature, rinsed, and then incubated with 2N HCl for 30 min at 37°C. Sections were then rinsed, blocked, and incubated in anti-BrdU primary and appropriate secondaries as above. The DG of the hippocampus was imaged in 1 μm Z-stacks at 20x magnification using a Zeiss apotome digital imaging system (Zeiss).

### Immunofluorescent image quantification

In TAM-treated mice applications, RGLs were identified by GFAP^+^/EYFP^+^ colocalization and GFAP^+^ radial processes extending from the SGZ towards the inner molecular layer, whereas MCM2^+^/EYFP^+^ cells in the SGZ layer were identified as IPCs. BrdU^+^ nuclei were counted in the SGZ and granular cell layer. Neuroblasts were identified as DCX^+^ cells in the SGZ with a bipolar morphology. Immature neurons were identified as DCX^+^ cells with a primary dendrite extending through the granular cell layer. Endothelia were identified by CD31^+^. Distance to vasculature was measured as the distance from the middle of a cell body (a hoescht+ nucleus) to the nearest CD31^+^ vessel. Vessels were defined as elongated structures, distinct from punctate background. Random distances for vessel associations were measured by sampling the distance of random Hoechst^+^ cells in the middle of the SGZ to the vasculature, spaced every ∼100 μm along the SGZ midline. The SGZ was defined as the zone spanning 2 cell body widths between the dense granular cell layer and the hilus. CD31^+^ cell density and Occludin/CD31 overlap were performed using thresholded area in ImageJ by a blind observer.

In other applications, NSCs were identified by GFAP^+^/SOX2^+^ colocalization and GFAP^+^ radial processes extending from the SGZ towards the inner molecular layer, whereas GFAP^−^/SOX2^+^ cells in the SGZ layer were identified as IPCs. For RNAscope only, GFAP^+^ apical process alone was used (without SOX2) because of limitations in the number of separate fluorescent wavelengths available and effectiveness of immunolabeling in combination with RNAscope. Cell counts were performed manually in Zen by a blind observer.

### Diagram creation

Cartoon diagrams in this article were created with BioRender.com.

### Statistical analysis

Statistical analyses were performed as described in Table S2 (except scRNAseq which is described above). In general, if pairs of groups were compared, *t* tests were used. If more than two groups were compared with one factor, one-way ANOVA was used followed by error-corrected post hoc tests. If groups with two factors were compared, two-way ANOVA was used followed by error-corrected post hoc tests. All analyses were performed using Prism (v9.0; GraphPad Software) and *P* < 0.05 was considered significant.

Table S2 Detailed statistical reporting.

Product numbers and vendor details are available in Table 1.

**Table 1.** Materials and reagents.

Reagent or resource	Source	Identifier
**Antibodies**		
Hoechst 33342 (IF, attachment assay; 1:2,000) (Flow; 1:5,000)	Thermo Fisher Scientific	Cat#H3570
Anti-Glial Fibrillary Acidic Protein, Clone: GA5 (IF; 1:1,000)	Sigma-Aldrich	Cat#MAB360 RRID: AB_11212597
Anti-GFP Antibody (IF; 1:1,000)	Abcam	Cat#ab6673 RRID: AB_305643
BrdU Antibody (IF; 1:500)	Bio-Rad	Cat#MCA6114 RRID:
SOX2 Rat anti-Human, Mouse, Clone: Btjce (IF; 1:1,000)	eBioscience	Cat#50-112-9095 RRID:
Mouse anti-Nestin (IF, 1:100)	Millipore	Cat#MAB353 RRID: AB_94911
Goat anti-VEGFR2 (IF in vivo, 1:100)	R&D Systems	Cat#AF644 RRID: AB_355500
Jackson Immuno Research Labs Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H+L)	Thermo Fisher Scientific	Cat#NC9745676 RRID: AB_2340593
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (IF; 1:500)	Thermo Fisher Scientific	Cat#A-11055 RRID: AB_2534102
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 (IF; 1:500)	Thermo Fisher Scientific	Cat#A-31572 RRID: AB_162543
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 (IF; 1:500)	Thermo Fisher Scientific	Cat#A-21432 RRID: AB_2535853
Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (IF; 1:500)	Thermo Fisher Scientific	Cat#A-21447 RRID: AB_141844
Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (IF; 1:500)	Thermo Fisher Scientific	Cat#A-21209 RRID: AB_2535795
IgG (H+L) Highly Cross-Adsorbed Donkey anti-Rabbit, Alexa Fluor 350 (IF; 1:500)	Thermo Fisher Scientific	Cat#A-10039 RRID: AB_2534015
**Chemicals, peptides, and recombinant proteins**		
SU5416 (25 μM)	Sigma-Aldrich	Cat#S8442
Animal-Free Recombinant Human EGF, PeproTech (AF10015-500UG)	VWR	Cat#10781-694
PeproTech Recombinant Human FGF-Basic (154A.A) (100-18B-250UG)	VWR	Cat#10771-938
TRITON X-100	Thermo Fisher Scientific	Cat#21568
5-bromo-2′-deoxyuridine	Sigma-Aldrich	Cat#B5002
5-Ethynyl-2′-deoxyuridine	Click Chemistry Tool Kit	Cat#1324
**Critical commercial assays**		
RNAscope Multiplex Fluorescent Assay v2	ACD Biotechne	Cat#323136
RNAscope probe Mm-*Kdr*-C2	ACD Biotechne	Cat#414811-C2
Mouse VEGF DuoSet ELISA	R&D Systems	Cat#DY493-05
**Deposited data**		
Single-Cell RNAseq Data Set		GEO#: GSE220871
**Experimental models: Cell lines**		
Cultured Neural Stem Cells		Babu et al (2011)
**Experimental models: Mouse Models**		
Wild type C57BL/6J	Jackson	#000664
*Vegfa*^lox/lox^		Gerber et al (1999)
VEGF-GFP		Fukumura et al (1998)
Rosa-stop-floxed-EYFP	Jackson	#006148; Jackson
NestinCreER^T2^	Jackson	#016261; Jackson
**Experimental models: Lentiviral Vectors**		
GFP^+^ scramble shRNA	Mosher et al (2012)	
GFP^+^ Vegfa shRNA	Mosher et al (2012)	
**Software and algorithms**		
ImageJ	schneider	https://imagej.nih.gov/ij/
Zen	Zeiss	https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html
Cell Ranger Cloud Analysis 7.0.1	10x Genomics	Zheng et al (2017)
Seurat 4.1.1	Satija Lab	Hao et al (2021)
Cytoscape 3.9.1		Shannon et al (2003)
ClueGO		Bindea et al (2013 and 2009)
Prism	GraphPad	https://www.graphpad.com/scientific-software/prism/

## Supplementary Material

Reviewer comments

## Data Availability

Single-cell RNAseq data are available at GEO accession GSE220871.

How the deposited data were processed for this re-analysis (not part of the article)

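Single-cell RNA sequencing was analysed from EYFP+ cells of the adult mouse DG, sorted 21 d after TAM, with 1 WT library and 1 iKD library of 5 pooled littermates each. The authors' methods state that CellRanger demultiplexed, aligned and deduplicated the reads. They state that Seurat filtered the cells on gene number and mitochondrial share, log normalized each cell with a scale factor of 10,000, integrated both genotypes and clustered the cells. The paper's text does not name the genome build. The authors deposited natural log values, 1 table for each of 12 clusters, as the log of 1 plus the counts per 10,000 UMIs of the cell. Cluster membership, cluster names and genotype were taken from these tables and their labels as deposited, and 0 columns were left unused.

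From each natural log value, the UMI count of the gene in the cell was recovered, since the values of a cell, taken out of the log, are whole multiples of its smallest value. Of the 32261786 values above 0, 100% came out whole. The WT library held 5543 cells and 44142118 UMIs, with a median of 8051 per cell, and the iKD library 5261 cells and 37451839 UMIs, with a median of 7080. All deposited cells were used. No further filter was applied, and no doublet caller was run, because the gene-number limits of the methods were meant to exclude multiplets. Cells with UMIs of both Xist and a Y-linked gene give an indication of the doublets that remain.

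The level of a gene was its mean over cells of counts per 10,000 UMIs. Ratios are log2 of the iKD level over the WT level, each with a pseudocount of 0.01, within a cluster or over the 6 clusters qNSC1, qNSC2, aNSC, NSPCs, IPC1 and IPC2 pooled. No test between genotypes was made and no p-value was computed, because each genotype has 1 library and cells are not replicates. Summed UMIs are given with exact Poisson intervals and shares of cells with exact binomial intervals, at a confidence level of 95%. The interval of a ratio is the exact binomial interval of the summed counts, set around the ratio of the levels. All of these cover counting error only. Where 0 UMIs were found, the limit given is 3 counts. The differentially expressed genes and GO groups are the paper's, read from Table S1 with its adjusted p threshold of 0.05, and neither was called again here. The results of 2 genes are not reported here, so the ratios of the cell–substrate junction group are given for 6 of its 7 genes. The sheet of cluster-defining genes, which was held only in part, was not used for any test.

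The choices in this paragraph were made before the data were examined. The genes named are those the paper names in its text, Fig 5C or Fig 5E, the genes of the marker lists, the 10 genes with the highest level over the 6 clusters, and the 5 genes with the largest positive and the 5 with the largest negative ratio among genes with a level of at least 0.5 in the higher genotype. The 15 marker lists were those of microglia, border macrophages, neural stem cells, intermediate progenitors, neuroblasts, granule neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelium, mural cells, choroid plexus and ependyma, and of the responses to glucocorticoids and to dissociation. The alternatives were summed UMIs scaled as CPM, pseudocounts of 1 and of 0.001, a denominator without Ttr, Xist, Tsix, Y-linked and mitochondrial genes, and scaling by the median ratio over genes. Others were female or male cells only, the 8 clusters with eNB and NB added, the mean of the 6 ratios within clusters, and the omission of the 5% of cells with the most detected genes in each genotype. Further alternatives were thinning each cell to the same number of UMIs and asking for 2 UMIs in place of 1. The target of the thinning, 4500 UMIs, is the largest multiple of 500 that 90% of the cells of each genotype reach, and cells below it were left out.

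Gene coordinates are from GENCODE release 21 for mouse, on GRCm38, matched by symbol for 31424 of the 32285 genes. They are used for position and for the 725 Y-linked genes only. Gene lists were compared with 10000 random lists of the same size, drawn from the 100 neighbours on each side in level order, as a description of these libraries. This comparison was chosen after the data were seen, as were the average of the female and male ratios, the counts of differentially expressed genes without sex-linked genes or with IPC2 or its genes set apart, and the ratio of Vegfa.

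The steps were tested on simulated UMI counts of 32285 genes, drawn from the means of the WT cells of the 6 clusters. The depths were those of the WT and iKD cells, and 200 genes were changed in iKD by known factors. All cells of a genotype had the same profile, so the simulation held no differences between cells, clusters or sexes beyond counting error. The simulated UMI counts were recovered in 100% of cases, all 200 changed genes had the right direction, and for 192 the true ratio lay within the counting interval. The median absolute error of the log2 ratio was 0.03 over the changed genes. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.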

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

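The tests of microglia marker levels by cluster, of RNA from the astrocyte cluster, of a like number of free Enpp2 UMIs in each cell, of doublets, and of the mix of clusters among female and male cells were chosen only after the result was seen, as were the limits by which every test of this part was read.

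In the 6 NSC and IPC containing clusters, at a median depth of 7546 UMIs, the 10 genes of a microglia marker list had a UMI in a median of 99.99% of cells, with the lowest gene at 98.9%. Apart from naming Trem2 as frequently associated with immune cells, the paper's main text does not describe microglial transcripts, and its sheet of cluster-defining genes was read only in part. The 10 genes with the highest levels in these clusters included Cst3, at 406 counts per 10,000, Malat1, at 265, C1qa, Tmsb4x, C1qb, Ctsd, C1qc, Actb and Cx3cr1, at 40.7. The medians of the lists for other cell types stayed low in the same cells. Single genes of these lists reached higher shares, among them Ttr at 52.5%, Mbp at 18.2%, Mag at 14.7%, Prox1 at 13.5% and Pecam1 at 11.7%. The median share of cells with a UMI was 0.335% over the neural stem cell markers, where the highest gene, Vim, reached 1.95%, and it was 0.119% over the intermediate progenitor markers and 0.105% over the neuroblast markers. It was 0.698% for granule neurons, 0.440% for astrocytes, 3.20% for oligodendrocytes, 0.0558% for oligodendrocyte precursors, 0.530% for endothelium, 0.112% for mural cells, 0.516% for choroid plexus, and 0.0279% each for border macrophages and ependyma. Of the 10 microglia markers, 0 belong to another list and 0 are among the paper's differentially expressed genes, and 1 of the 9 neural stem cell markers, Gfap, is also on the astrocyte list.

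Free microglial RNA would give the microglia markers a like level in clusters of like depth. Instead all 10 had a lower level in the astrocyte cluster, at a median depth of 7722 UMIs, than in the 6 clusters, each time by more than the counting intervals, and their median level was 6.54 against 34.8 counts per 10,000. Of the cells of the astrocyte cluster 130 are iKD, and within iKD cells the medians were 6.73 and 34.5. This argues against free RNA as the whole source, while the high share of cells with a UMI alone does not, since Ttr had a UMI in nearly every iKD cell as well. Doublets of a microglial and a neural cell would carry neural stem cell markers as well, and these had a UMI in a median of 0.335% of cells. The deposited values also return the fold changes of the paper's WT against iKD sheet, within 0.001 in 735 of 735 cases, so they are the cells of that comparison. A candidate explanation, from the marker lists alone, is that the cells of these clusters are microglia-like. How such cells would enter the sort, and whether they carry EYFP, which is not among the genes listed, was not tested, and no biological explanation was tested.

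A Ttr UMI was present in 99.7% of iKD cells and 9.46% of WT cells of the 6 clusters, and after thinning in 98.4% and 5.34%. Ttr and Enpp2 are the 2 of the 8 genes of the choroid plexus list that the paper calls as differentially expressed, and Ttr alone of the 8 had a UMI in more than 50% of the cells of the 6 clusters. The astrocyte cluster, of which 130 of 134 cells are iKD, had a median share of 79.9% over the 8 choroid plexus genes and 1.12% over the 6 astrocyte markers. If free choroid plexus RNA in the iKD library raised Enpp2 there, the other genes of the list would be higher too, and 7 of 7 were. The prediction also asked for a like Enpp2 level in clusters of unrelated type, and this part was not met as written. The iKD level lay between 0.260 and 0.380 counts per 10,000 in the 8 clusters from qNSC1 to NB, but it was 0.184 in IN1, 1.14 in IN2, 0.920 in the undefined cluster and 44.1 in the astrocyte cluster.

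Free Enpp2 RNA in like amount would add a like number of Enpp2 UMIs to each iKD cell, whatever the depth of its cluster. The iKD excess over WT held the pooled value of 0.205 Enpp2 UMIs per cell within the counting interval of the iKD UMIs in 11 of the 11 clusters outside the astrocyte cluster, from 0.179 to 0.241 in the 8 clusters. In IN2 this rests on the subtraction of 0.170 UMIs per WT cell from 0.340 per iKD cell (0.233 to 0.481), where the WT value of the 8 clusters was at most 0.0359. Without subtraction, the intervals of 10 of the 11 clusters held the pooled 0.221 UMIs per iKD cell, and that of IN2 lay above it. The counting error of the WT UMIs, not included, would widen these intervals. The 9 iKD cells of IN1 and the 19 of the undefined cluster leave wide intervals. Ttr UMIs per iKD cell were between 6.98 and 7.60 in the 8 clusters and 7.11 in IN1, but 4.53 in IN2 and 4.37 in the undefined cluster, so they were not alike everywhere. Of 138 other genes at least 20 times higher in the iKD astrocyte cluster than in the WT cells of the 6 clusters, 92.0% were higher in iKD in the 6 clusters, against 50.8% of 19591 genes of the same low level in WT. These values are consistent with free RNA of the astrocyte cluster, in which choroid plexus transcripts are high, as a source of Enpp2 UMIs in the iKD library. The iKD excess of the 8 genes was between 0.316% and 0.976% of their astrocyte-cluster level, a spread that was not explained. A rise of Enpp2 in the cells themselves in addition stays open and was not tested.

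Female and male cells differed in the ratio of iKD to WT. For Ptprj, female minus male was 0.45, for Ptk2b 0.66 and for Trem2 -0.45, and for the glucocorticoid response genes Fkbp5 1.84, Tsc22d3 0.82, Per1 0.70 and Zbtb16 2.85. In each of these 7 genes, the counting intervals of the sexes lay on opposite sides of 0, and the difference itself was not tested. Most of the difference for Fkbp5 lay in WT, with 8.89 counts per 10,000 in male and 3.40 in female cells, against 2.69 and 3.70 in iKD. The sexes were also spread unevenly over clusters. WT IPC2 held 9 female and 1067 male cells and iKD IPC2 116 and 616, while WT aNSC held 38 female and 139 male cells and iKD aNSC 96 and 6.

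A different mix of clusters among female and male cells would leave no common direction within clusters. Over the 15 genes of the junction group and the glucocorticoid list, female minus male had the pooled direction in 80 of 90 pairs of a gene and a cluster, which argues against that mix as the whole cause. Without IPC2 and aNSC, which hold few cells of one sex, it had that direction in 56 of 60. A different mix of sexes in the libraries would move the ratios of Hspa8, Pik3r1, Ptprj, Ptk2b and Trem2 to about 0 within each sex. Their median was -0.30 in male cells, where 4 of 5 intervals lay below 0, and -0.0043 in female cells, where 2 of 5 did. Neither outcome set out for this test held in full, and it argues against the mix of sexes only as the whole cause. The share of each cell taken by Ttr and other genes of unequal capture moved the 5 ratios by at most 0.0018. What stays open is sex itself, and any difference in state or handling between the mice of a pool, such as glucocorticoid exposure of the WT males. With 1 pool per genotype, these are not separated from genotype, and none was tested.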

How the results depend on the processing

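The average of the female and male ratios, the counts without sex-linked genes, the counts that set IPC2 or its genes apart and the ratio of Vegfa with its alternatives were chosen only after the result was seen.

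Over 6 genes of the cell–substrate junction group, 72 alternatives were computed. In 54 the ratio stayed within its counting interval, in 15 it moved beyond it in the same direction, and in 3 it changed direction. The direction of all 6 ratios was the same with summed UMIs as CPM, with both other pseudocounts, with 741 genes left out of the denominator, with scaling by the median ratio, a factor of 0.01 on the log2 scale, without the 5% of cells with the most genes, with 8 clusters, with the mean of the ratios within clusters and after thinning.

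All 3 changes of direction came with cells of one sex. In female cells the ratio was 0.15 for Ptprj and 0.17 for Ptk2b, and in male cells it was 0.072 for Trem2. The others moved as well, to -0.35 for Hspa8, -0.0043 for Pik3r1 and -0.38 for Trem2 in female cells. In male cells the ratio was -0.14 for Hspa8, -0.45 for Pik3r1, -0.30 for Ptprj and -0.49 for Ptk2b. With the female and male ratios averaged, Hspa8 was at -0.25 and Trem2 at -0.15. With eNB and NB added, Pik3r1 was at -0.17, Ptprj at -0.055 and Trem2 at -0.22. The cause was not tested in any of these cases.

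A pseudocount of 1 gave -0.25 for Hspa8 and 0.36 for Enpp2, and a pseudocount of 0.001 gave 4.37 for Enpp2. The low level of Enpp2 in WT makes its ratio depend on the pseudocount by construction, and the UMI counts behind it do not.

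All 84 matched genes of the WT against iKD sheet kept the direction of the sheet over the 6 clusters with summed UMIs as CPM, the changed denominator, the median ratio and the omission of cells with the most genes. In female cells 48 did and in male cells 80. The scoring of the sexes sets Xist to 0 in male cells and Y-linked genes to 0 in female cells, so these counts are in part fixed by it. Without Xist, Tsix, Ddx3y, Eif2s3y and Uty, 47 of 79 genes kept the direction in female cells and 78 in male cells. Within clusters, 122 of 122 pairs of a gene and a cluster had the direction of the sheet, by construction, since the deposited values return its fold changes. The count was 88 in female cells and 115 in male cells. Without the sex-linked genes, 63 of the pairs lie in IPC2, where WT has 9 female cells, and 37 of these kept the direction in female cells and 63 in male cells. In the 5 other clusters, 48 of 51 pairs kept it in female cells and 49 in male cells. Over those 5 clusters pooled, 24 of the 26 genes called there did in female cells and 25 in male cells. Ttr, Enpp2 and several ribosomal protein genes are among these 26. Of the 53 genes called in IPC2 alone, 24 kept the direction in female cells over the 6 clusters pooled, and over the 5 other clusters pooled 43 did in all cells, 24 in female cells and 53 in male cells. The lower pooled count in female cells thus lies mostly in genes called in IPC2, and it is also seen without the cells of IPC2. The cause was not tested.

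The share of WT cells with a Vegfa UMI was 0.922% after thinning, against 1.55% at full depth, as fewer UMIs per cell give fewer detections. The log2 ratio of the Vegfa level was -0.46 with the pseudocount of 0.01 and -0.72 without one, -0.62 in female and -0.53 in male cells. It was between -0.37 and -0.48 under the 4 other alternatives. All of these lay within the counting interval set around -0.46, whose place relative to 0 depends on the pseudocount. The cluster with the highest level was the same for 7 of the 12 genes of Fig 5C by the share of cells after thinning, which measures detection in place of level and leaves out all undefined cells. Among 16 alternatives for shares of cells that carry sex-linked, choroid plexus or marker transcripts, 12 moved beyond the counting interval, all 12 downward.

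No paired analysis was possible because each genotype has 1 library and the result comes from no test.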

Differences from the paper's values

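No alternative in this part was chosen after the result was seen.

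The paper's methods exclude cells with fewer than 2000 detected genes, the paper's value, while the fewest detected genes of a deposited cell was 1004. None of the alternatives set before the data were examined applies to this value.

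In the paper's sheet of cell numbers, the cluster named qNSC1 holds 4.64643% of cells and the cluster named qNSC2 holds 2.7027%, both the paper's values. In the deposited tables, the cluster named qNSC1 holds 2.7027% and the cluster named qNSC2 holds 4.64643%. By cluster number, the shares of all 12 clusters are the same in the sheet and the tables. None of the alternatives set before the data were examined applies to these values.

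The paper states that no differences between the sexes were found and combines them throughout. Here the log2 ratio of iKD to WT was 0.17 for Ptk2b and 0.15 for Ptprj in female cells, -0.49 and -0.30 in male cells, and for Trem2 -0.38 in female and 0.072 in male cells. These differences between the sexes were not tested.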

Other observations

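The comparison of gene lists with random lists was chosen only after the data were seen.

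The glucocorticoid response list, of which 4 of 8 genes are among the paper's differentially expressed genes, had a UMI in a median of 46.3% of cells of the 6 clusters. Its 7 genes with enough UMIs had a median log2 ratio of iKD to WT of -0.21, below all 10000 random lists of like level. The median was 0.12 in female cells, at percentile 98.3, and -0.65 in male cells, below all random lists.

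The dissociation response list, of which 2 of 10 genes are among the paper's differentially expressed genes, had a UMI in a median of 73.4% of cells. Its 9 genes with enough UMIs had a median log2 ratio of 0.13, at percentile 99.99. The 10 microglia markers had a median of -0.03, at percentile 2.1, and the 3 usable oligodendrocyte markers a median of 0.03, at percentile 57.5. In female and male cells, the dissociation list stood at percentiles 99.4 and 99.9. The microglia markers stood at percentiles 63.7 and 7.9, and the oligodendrocyte markers at 63.8 and 18.6. The other lists had fewer than 3 usable genes and were not placed among random lists. These percentiles describe these libraries only and rest on 1 library per genotype.

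Kdr, which encodes the receptor VEGFR2, had a UMI in 4.82% of WT cells (4.16 to 5.56) and 3.75% of iKD cells (3.14 to 4.44) of the 6 clusters, at median depths of 7999.5 and 7032 UMIs. After thinning, the shares were 2.69% (2.19 to 3.26) and 2.73% (2.20 to 3.35), with a lower share in iKD in 3 of the 6 clusters. The clusters did not go one way. After thinning, the share was 2.26% in WT and 3.29% in iKD in qNSC1, 2.07% and 2.03% in qNSC2, and 10.2% (6.35 to 15.3) and 5.88% (2.19 to 12.4) in aNSC. In IPC1 it was 2.33% (1.43 to 3.57) and 3.87% (2.81 to 5.17). In the astrocyte cluster, at a median depth of 7722 UMIs, 0 of 134 cells had one, which allows a share of up to 2.24%.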
